# Ectopic Expression of *VvSUC27* Induces Stenospermocarpy and Sugar Accumulation in Tomato Fruits

**DOI:** 10.3389/fpls.2021.759047

**Published:** 2021-11-17

**Authors:** Yumeng Cai, Ling Yin, Wenrui Tu, Zhefang Deng, Jing Yan, Wenjie Dong, Han Gao, Jinxu Xu, Nan Zhang, Jie Wang, Lei Zhu, Qingyong Meng, Yali Zhang

**Keywords:** *Vitis vinifera*, *VvSUC*, overexpression, tomato, stenospermocarpy, transcriptomic analysis

## Abstract

Seedless fruits are favorable in the market because of their ease of manipulation. Sucrose transporters (SUTs or SUCs) are essential for carbohydrate metabolism in plants. Whether SUTs participate directly in causing stenospermocarpy, thereby increasing fruit quality, remains unclear. Three *SUTs*, namely, *VvSUC11*, *VvSUC12*, and *VvSUC27* from *Vitis vinifera*, were characterized and ectopic expression in tomatoes. *VvSUC11*- and *VvSUC12*-overexpressing lines had similar flower and fruit phenotypes compared with those of the wild type. *VvSUC27*-overexpressing lines produced longer petals and pistils, an abnormal stigma, much less and shrunken pollen, and firmer seedless fruits. Moreover, produced fruits from all *VvSUC*-overexpressing lines had a higher soluble solid content and sugar concentration. Transcriptomic analysis revealed more genes associated with carbohydrate metabolism and sugar transport and showed downregulation of auxin- and ethylene-related signaling pathways during early fruit development in *VvSUC27*-overexpressing lines relative to that of the wild type. Our findings demonstrated that stenospermocarpy can be induced by overexpression of *VvSUC27* through a consequential reduction in nutrient delivery to pollen at anthesis, with a subsequent downregulation of the genes involved in carbohydrate metabolism and hormone signaling. These commercially desirable results provide a new strategy for bioengineering stenospermocarpy in tomatoes and in other fruit plants.

## Introduction

Carbon fixation occurs in photosynthetic source organs, and the products are exported as sucrose to non-photosynthetically heterotrophic sink organs (Koch, 2004). Sucrose is essential for plant growth and is a primary driver of crop yield. Therefore, the use of SUTs in the translocation of sucrose is required for plant development. Many SUTs have been identified and characterized in both monocots and dicots, playing a role in the loading of sucrose into the phloem and sink tissues as well as the accumulation of soluble sugars in cells (Reinders et al., 2006).

Sugar is a key component in the sweet taste of fruits and can improve their flavor. Three *SUTs* genes have been isolated in tomatoes (*Solanum lycopersicum*, previously *Lycopersicon esculentum*), which have been reported to be localized in sieve elements (SE): *SlSUT1*, *SlSUT2*, and *SlSUT4* (Barker et al., 2000; Weise et al., 2000). SlSUT4 is expressed predominantly in female flowers and green tomato fruits; however, SlSUT1 and SlSUT2 accumulate in the SEs of young and mature tomato fruits (Weise et al., 2000; Hackel et al., 2006). The antisense inhibition of both *SlSUT1* and *SlSUT2* prevents the production of normal tomato fruits. The phloem loading and supply to terminal sink organs of *SlSUT1* antisense plants is disturbed and delays the development of storage sink organs, whereas *SlSUT2* antisense inhibition could affect tomato fruit (Hackel et al., 2006). Furthermore, *CitSUT1* and *CitSUT2* have been isolated from sweet oranges (*Citrus sinensis*). *CitSUT1* is strongly expressed in the source and sugar-exporting organs. In contrast, *CitSUT2* is expressed more strongly in the sink and sugar-importing organs (Yao Li et al., 2003). Additionally, melon SUT1 catalyzes the active loading of sucrose into the phloem (Gil et al., 2011). Cucumber (*Cucumis sativus*) *CsSUT1*-RNA interference (RNAi) lines exhibited a decreased content of sucrose, hexose, and starch with male sterility (Sun et al., 2019), whereas suppressing *CsSUT2* decreased the sucrose level and increased the stachyose content in leaves (Ma et al., 2019b).

Sugar efflux transporters are essential for the maintenance of plant nectar, seed, and pollen development (Huang et al., 2010). The modified subcellular sugar compartmentation, altered cellular sugar sensing, and affected assimilate allocation could affect the biomass of seeds (Wingenter et al., 2010). Therefore, sugar transport might influence seed abundance. It has been reported that the expression of *VfSUTl* from fava beans (*Vicia faba*) is specific to outer epidermal cells and could be induced by carbohydrate availability during epidermal contact of the growing embryo with the seed coat (Weber et al., 1997). SUT1 has been reported to be essential for loading sucrose into the phloem *via* an apoplastic route, as well as for intermesophyll transport. In tobacco plants transformed by the *SUT1* antisense construct, the most strongly affected plants and more pronounced phenotypes (curl leaves and chlorotic or even necrotic rims and intercostal fields) could not produce seeds, suggesting that the antisense plants were unable to export their stored sugar reserves (Burkle et al., 1998). Furthermore, SlSUT2 could be directly involved in phloem unloading at the level of tomato fruits or seeds; *SUT2* antisense inhibition could therefore disturb pollination to produce seedless tomato fruit (Hackel et al., 2006). However, there are no reports on the effect of *SUT* overexpression on seed formation.

Overexpression of *SUT* genes provides genetic evidence of their essential roles in fruit sugar accumulation. The *MdSUT2.2*-overexpressing lines (apple, *Malus domestica*, formerly MdSUT2) accumulated more total soluble sugars and sucrose and grew faster than the wild-type control (Ma et al., 2017, 2019a). The ectopic expression of *PbSUT2* (*Pyrus bretschneideri*) in tomato plants could lead to early flowering of transgenic tomatoes, higher fruit quantity, lower plant height, increased net photosynthetic rate in leaves, and higher sucrose content in mature fruit, whereas it decreases the contents of glucose, fructose, and total soluble sugars in mature fruits (Wang et al., 2016).

*Vitis* has various vining species, which are used worldwide as medicinal herbs and in winemaking (Chen et al., 2018). The organoleptic quality of the berries, flavor, and stability of wine is determined by the type and concentration of sugars and acids in grapes (Chen et al., 2015). In grape berries, three functional SUTs, namely, VvSUC11, VvSUC12, and VvSUC27, have been identified (Davies et al., 1999). During berry development, the weakest expression of *VvSUC11* and *VvSUC12* was observed at the stage of fruit setting, where similar expression levels were shown. In contrast, *VvSUC27* showed the highest expression level at the fruit set stage (Afoufa-Bastien et al., 2010). In our previous study, we concluded that the expression of plasma membrane-located VvSUC27 was negatively correlated with sugar accumulation in grape berries (Cai et al., 2017). The influence of *VvSUC11*, *VvSUC12*, and *VvSUC27* on plant growth has been analyzed in our previous studies (Cai et al., 2017, 2019, 2020). However, the influence of each *VvSUC* on fruit quality is poorly understood. Considering the inefficient transformation and the relatively long growth cycle of grape, we chose Micro-Tom instead. Micro-Tom is a miniature dwarf tomato, which is suitable for the analysis of fruit morphology; it can grow at high densities, be transformed efficiently, and has a short life cycle (Martinelli et al., 2009). Here, we obtained three types of *VvSUC*-overexpressing tomatoes (Micro-Tom). Overall, the three types of *VvSUC*-overexpressing tomatoes significantly improved the sugar content of fruits. Ectopic expression of *VvSUC27* in tomatoes produced larger flowers with shrunken pollen and transgenic seedless fruits with improved fruit firmness. In addition, the ectopic expression of *VvSUC27* reduced the expression of auxin- and ethylene-related synthesis or responsiveness genes of fruits. These findings support the hypothesis that *VvSUC27* plays a central role in fruit seed development and provides desirable traits in commercially grown fruit crops.

## Materials and Methods

### Plant Material and Growth Conditions

The leaves from the *V. vinifera* “Thompson Seedless” variety were collected in Shangzhuang (Beijing, China). The leaves were harvested, immediately frozen in liquid nitrogen, and stored at −80°C.

The tomato plant materials used in this study were of the Micro-Tom background. Tomato cells were cultured in a growth chamber with 16-h light at 20–25°C.

### RNA Extraction and qRT-PCR

Total RNA from grape berry and transgenic tomato tissues was isolated using HiPure Plant RNA Kits (Magen, China). Then, cDNA was synthesized using the HiFiScript gDNA Removal cDNA Synthesis Kit (CWBIO, China). To normalize the cDNA samples, *SlEF-1α*, *SlGADPH*, and *SlActin* from tomatoes were selected as internal controls. Gene-specific primers (Supplementary Table S1) were designed, and qRT-PCR was performed using an UltraSYBR Mixture Kit (CWBIO, China) with a Rotor-Gene^®^ SYBR^®^ Green PCR Kit (QIAGEN, Germany). To determine the different concentrations of cDNA, the threshold cycle for each qPCR was identified and compared against the internal standards (*SlEF-1α*, *SlGADPH*, and *SlActin* for tomatoes).

### Generation of Transgenic Plasmid Constructs and Plant Transformation

To generate the 35S:: *VvSUC11*, *VvSUC12*, and *VvSUC27* constructs, the full-length coding sequences of *VvSUC11*, *VvSUC12*, and *VvSUC27* were amplified from *V. vinifera* “Thompson Seedless” cDNA using the Gateway-PCR specific primers (added attB1 and attB2, underlined in Supplementary Table S1), and the overexpression *SUT* constructs were generated by Gateway-PCR (Invitrogen). The resulting vectors [pH7WG2D, 1- *VvSUC11*; pH7WG2D,1- *VvSUC12*; and pH7WG2D,1- *VvSUC27* constructs (35S promoter)] were obtained and confirmed by sequencing for plant transformation.

The final verified constructs were introduced into transgenic Micro-Tom tomatoes using the *Agrobacterium*-mediated transformation method, as previously described (Van Eck et al., 2006). A hygromycin selection marker was used to identify transgenic tomato lines. T_1_ lines of *VvSUC11*- and *VvSUC12*-OE lines and T_0_ lines of *VvSUC27*-OE lines were used for further phenotypic analyses.

### Scanning Electron Microscopy

Tomato pollen grains were isolated and attached to double-sided adhesive tape (Plano), which was set on SEM aluminum specimen holders. Then, the specimens were coated with gold for 60s. An FEI Quanta 200 scanning electron microscope was used for SEM.

### Histological Analyses With Toluidine Blue Staining

Crosswise cutting of seeds as well as anthesis, 5, and 9days post-anthesis (DPA) fruit sections were set on glass slides and analyzed with toluidine blue, as previously described (Greco et al., 2012). The cells were observed under an Axio Scope A1 microscope.

### Determination of the Number of Pollen Grains Under the Microscope

The number of pollen grains from the flower at anthesis was measured under a microscope. First, the freshly bloomed flower was removed, chopped on a clean plate with a sterile surgical blade, and placed in a 2-mL centrifuge tube. The plate was then washed with a small amount of ddH_2_O. The washed ddH_2_O was transferred to a centrifuge tube, and water was added to a total of 100μl. After vortexing for 5min, the suspension was briefly centrifuged and homogenized by pipetting. Then, 100μl of the suspension was sucked into the counting area of a clean blood cell counting plate using a pipette, and the coverslip was added to avoid air bubble generation. The blood cell counting plate was placed on the stage of the microscope and clamped securely until the pollen was no longer suspended in the liquid. After finding the counting area under the low-power lens, it was switched to a high-power lens to observe and count the pollen. The number of pollen cells in each flower was calculated using the formula: N/25×5×10×100.

### Texture Measurement

Firmness characteristics were measured for 20 intact tomato fruits from each line and harvested at the mature stage. The measurements were performed as previously described with some modifications (Smith et al., 2002). Force-deformation was recorded using a TMS-PRO Texture Analyzer (FTC, United States). Firmness was defined as the force at maximum deformation (2mm). The probe diameter was 2mm, the test speed was 60mm/min, the return speed was 120mm/min, and the test depth was 2mm. The starting force was 0.5N (Newton). The firmness was measured at an equal distance at three points at the equator of each fruit. The average value was then determined.

### Soluble Solid Content Measurements

Fruit sap from different growth phases of tomato fruits was collected using a garlic press, and the refractive index (Brix) was determined with a refractometer (ATAGO).

### Titratable Acidity Measurements

The fruit was collected at the mature fruit stage. The samples were prepared as follows. 5g of fruit was ground and mixed in distilled water and then fixed capacity to 250ml. 50ml filter fluid was picked and titrated with 0.1mol/l NaOH solution to pH 8.1 by using phenol as an indicator. Titratable acidity was calculated according to the consumption of standard alkali liquid. The total soluble solid/titratable acidity ratio was determined by dividing % the total soluble solid by % titratable acidity.

### Analysis of Sugars in Tomato Fruits

The fruit was collected at the mature fruit stage. Sugar extraction and concentration measurements were performed by high-performance liquid chromatography (HPLC), as previously described with some modifications (Agius et al., 2018). First, 0.5/1.0g of fruit was ground with 80% ethanol, and then placed in an 80°C water bath for 1h, and centrifuged at 8,000×g for 10min, and the supernatant was collected. Then, 80% ethanol was continually added to the precipitate; this step was repeated twice in an 80°C water bath for 30min. The supernatants were combined several times and were then evaporated and dissolved in 2ml of distilled water, shaken to mix, and centrifuged at 13,000×g for 2min. The resulting mixture was then filtered through a 0.22μm microporous membrane and used for HPLC.

Agilent 1260 (Agilent 1260 series) HPLC was used to determine the sugar content. A sugar analysis column (Aminex HPX-87H column, Bio-Rad) and a refractive index detector were used with the 6mm H_2_SO_4_ mobile phase at a flow rate of 0.5ml/min and a column temperature of 35°C.

### RNA-Seq Analysis

The quality of clean reads obtained by RNA-seq was checked to ensure that they were credible for a series of analyses. Subsequently, all clean reads were mapped to the tomato reference genomes using TopHat2.^1^ Fragments per kilobase of transcript per million fragments mapped (FPKM) was used to show the expression level value. The fold change was calculated using the FPKM VvSUC-OE line/FPKM WT. The selection criteria were |fold change|>2 and false discovery rate (FDR)<0.01. The clean data for this paper have been submitted to the National Center for Biotechnology Information Sequence Read Archive under accession number GSE161505.^2^

### Statistical Analyses

One-way ANOVA and Tukey’s test were performed to analyze the significance of data using SPSS v16.0 (SPSS Corp., IL, United States). Statistical significance was set at *p*<0.05.

## Results

### Ectopic Expression of *VvSUC27* Induced Larger Flowers and Altered the Phenotype of the Style and Pollen

*VvSUC11*, *VvSUC12*, and *VvSUC27* from *Vitis vinifera* were chosen for investigation using *Solanum lycopersicum “*Micro-Tom” because they have different gene expression patterns and properties (Manning et al., 2001; Zhang et al., 2008; Afoufa-Bastien et al., 2010; Cai et al., 2019) and all have a close correlation with sugar accumulation in the fruit. T_0_ further characterize the biological function of *VvSUC11*, *VvSUC12*, and *VvSUC27* in fruit berries, the overexpression vectors 35S:: *VvSUC11*, *VvSUC12*, and *VvSUC27* were constructed and transformed into *Solanum lycopersicum* cv. Micro-Tom. Then, the T_0_ transgenic lines of each *SUT*-overexpressing (OE) tomato were obtained. In total, 13 *VvSUC11*-OE transgenic tomato lines, 15 *VvSUC12*-OE transgenic tomato lines, and 18 *VvSUC27*-OE transgenic tomato lines were produced and determined by PCR analysis of genomic DNA. Among them, *VvSUC11*- and *VvSUC12*-OE tomatoes could produce normal seeds, whereas *VvSUC27*-OE tomatoes were seedless (Supplementary Figure S1). Therefore, three lines of each T_1_ transgenic *VvSUC11*- and *VvSUC12*-OE lines and T_0_ transgenic *VvSUC27*-OE lines were randomly chosen for further investigation, verified by PCR (Supplementary Figure S2A), and further confirmed by RT-qPCR (Supplementary Figure S2B). These lines were subsequently used for further investigation. On the whole, most of phenotypes from *VvSUC27*-OE lines were different from *VvSUC11*- and *VvSUC12*-OE lines. It is worth noting that the relative expression of both *VvSUC11* from *VvSUC11*-OE lines and *VvSUC12* from *VvSUC12*-OE lines was higher than that of *VvSUC27* from *VvSUC27*-OE lines (Supplementary Figure S2B). Therefore, it could be inferred that unique phenotypes from *VvSUC27*-OE transgenic plants could be due to their different protein structure and enzyme activity rather than just high expression level in these transgenic lines. In terms of the phenotype of transgenic tomato flowers, *VvSUC11*- and *VvSUC12*-OE lines had similar flower phenotypes, whereas *VvSUC27*-OE lines presented a promoted phenotype compared with that of the wild type (WT; Figure 1). The petal length of the *VvSUC27*-OE lines was significantly longer than that of the WT (Figures 1A,B). Close observation of the flowers of the WT and *VvSUC*-OE lines showed that only the *VvSUC27*-OE stigma was wrapped in stamens, and stigma could not be exposed out from stamen (Figure 1C). Furthermore, flowers were emasculated and pistils were isolated from flowers (Figure 1D), and the lengths of *VvSUC27*-OE pistils were much longer than those of *VvSUC11*- and *VvSUC12*-OE pistils, as well as that of the WT (Figure 1E). Next, the stigmas were observed under an Axio Scope A1 (ZEISS) microscope, and only *VvSUC27*-OE stigmas showed abnormality for unconsolidated shape (Figure 1F).

**Figure 1:**
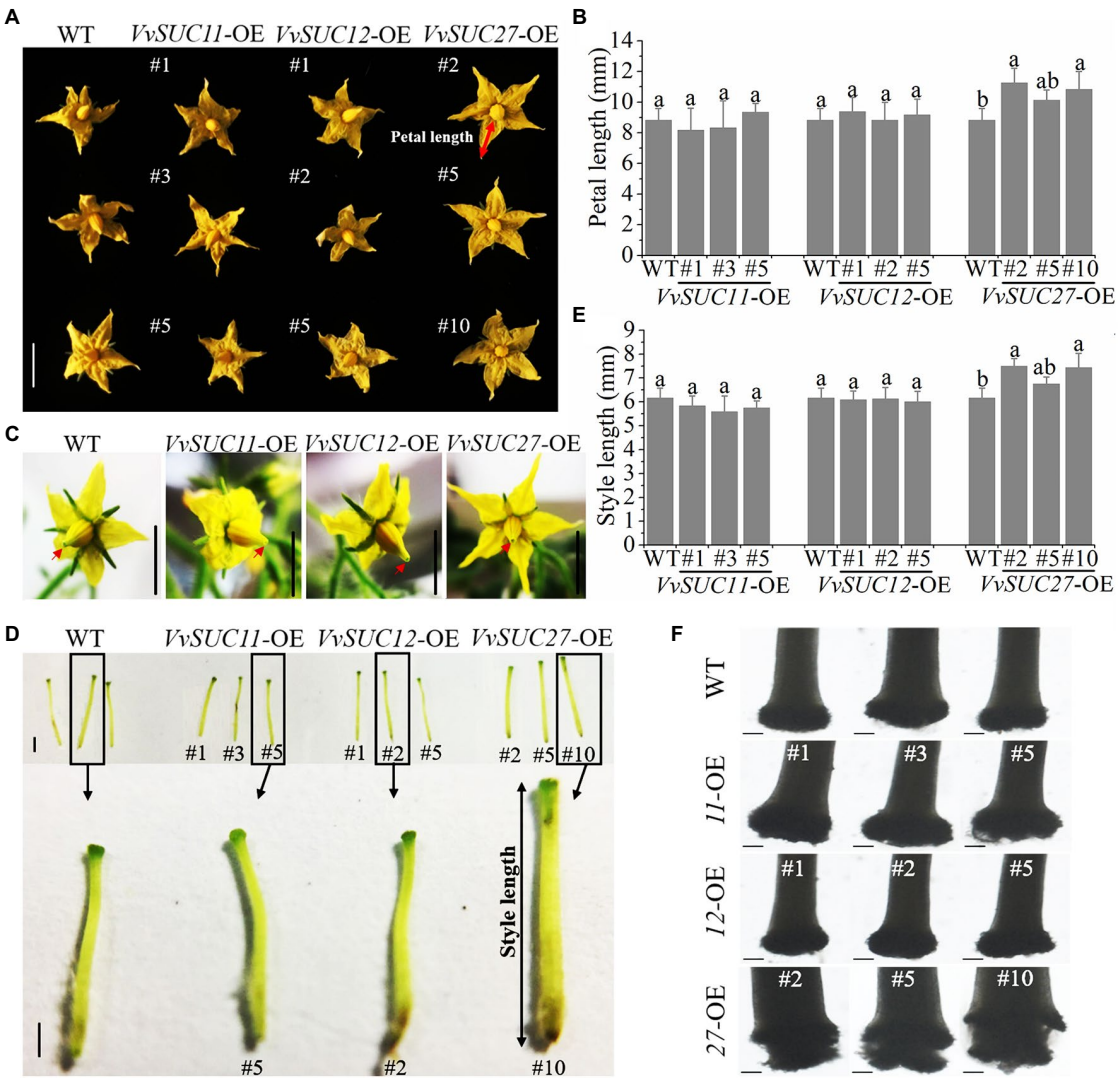
Phenotype of *VvSUC*-OE tomato flowers. **(A)** Comparisons between WT and each *VvSUC*-OE line regarding the phenotype of flowers. Scale bar, 1cm. **(B)** Comparisons between WT and each *VvSUC*-OE line for petal length. Petal length was measured using the red arrow shown in **(A)**. Error bars indicate mean±SD of ten biological replicates. Different lowercase letters show statistically significant differences between WT and each *VvSUC*-OE line (Tukey’s test, *p*<0.05). **(C)** Close observation of the flowers of the WT and each *VvSUC*-OE line. Scale bar, 1cm. The stigmas are indicated by red arrows. **(D)** Comparisons between the WT and each *VvSUC*-OE line regarding style phenotype. Scale bar, 100μm. **(E)** Comparison between the WT and each *VvSUC*-OE line regarding the style length. Style length was measured using the black arrow shown in **(D)**. Error bars indicate mean±SD of ten biological replicates. Different lowercase letters show statistically significant differences between the WT and each *VvSUC*-OE line (Tukey’s test, *p*<0.05). **(F)** Observation of the stigma of the WT and *VvSUC*-OE lines by microscopy. Scale bar, 100μm.

The corollas of the WT and *VvSUC*-OE lines were stained with 0.5% toluidine blue solution and observed under a microscope (Figure 2A). Compared with the WT, the pollen of *VvSUC11*- and *VvSUC12*-OE lines were normal, whereas that of *VvSUC27*-OE lines was less numerous and abnormal. Scanning electron microscopy (SEM) was used to further observe the pollen morphology of the WT and each *VvSUC*-OE line (Figure 2B). No significant differences were observed between the WT and *VvSUC11*- or *VvSUC12*-OE pollen morphology. Most pollen was oval and full, with regular shapes. However, all the pollen grains of the *VvSUC27*-OE lines were shrunken. The sole flowers of the WT and each *VvSUC*-OE line were cut, dissolved, and shaken using a vortex mixer. The pollen grains for each flower were counted using a hemocytometer under a microscope (Figure 2C). Regarding pollen number, there was no significant difference between the WT and *VvSUC11*-OE lines. Among *VvSUC12*-OE lines, only that of *VvSUC12*-OE-2 pollen grains was lower than that of the WT. However, all *VvSUC27*-OE lines were significantly reduced compared with WT. The results of *in vitro* tests showed that over 90% of the WT pollens could germinate normally, while only 15% could in *VvSUC27*-OE lines (Supplementary Figure S3).

**Figure 2:**
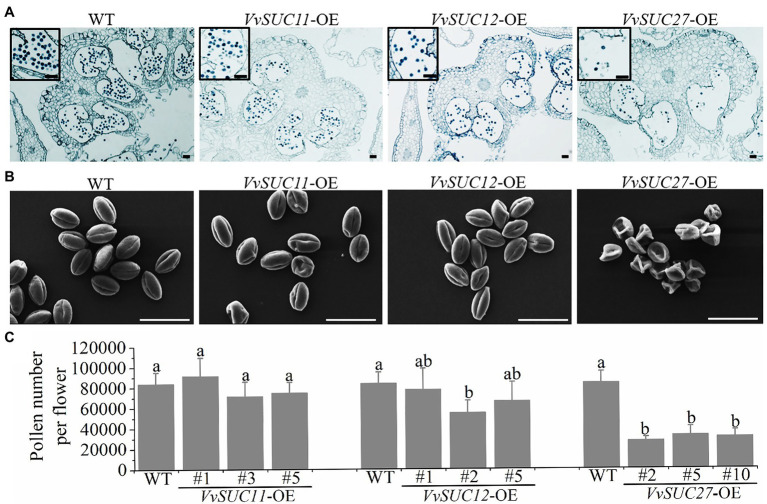
Phenotype and number of *VvSUC*-OE tomato pollen grains. **(A)** Observation of the corollas of the WT and *VvSUC*-OE lines by microscopy. The pollen grains were enlarged and marked with black boxes. Scale bar, 100μm. **(B)** Observation of the pollen of the WT and *VvSUC*-OE lines by scanning electron microscopy (2,000×). Scale bar, 50μm. **(C)** Comparison between the WT and each *VvSUC*-OE line on the number of pollen grains per flower. Error bars indicate mean±SD of six biological replicates. Different lowercase letters show statistically significant differences between the WT and each *VvSUC*-OE line (Tukey’s test, *p*<0.05).

### Ectopic Expression of *VvSUC27* Dramatically Improved Fruit Firmness

In the present study, the growth phase of the WT and each *VvSUC*-OE line was measured. However, consistent with those of the WT, fruits of each *VvSUC*-OE line all ripened normally at nearly 54 DPA and exhibited similar phenotypes. Fruit firmness was determined in this study. The results suggested that fruit firmness decreased only in the *VvSUC11*-OE-1 line, whereas other transgenic lines from the *VvSUC11*-OE and *VvSUC12*-OE lines remained unchanged compared with that of the WT (Figure 3A). However, the fruit firmness of all *VvSUC27*-OE lines was significantly increased compared with the WT: by 1.12-, 1.10-, and 1.10-fold for *VvSUC27*-OE-2, 5, and 10, respectively (Figure 3A). The length, width, and height of the fruits were measured, as shown in Figure 3B. The length of *VvSUC*-OE fruits showed no significant changes (Figure 3C). The width and height of all the *VvSUC11*-OE and *VvSUC12*-OE lines (except for *VvSUC12*-OE-5) were also similar to those of the WT. However, the width was highly increased in the *VvSUC27*-OE lines, and the height was significantly increased in *VvSUC27*-OE-10, which resulted in a decreased length/width ratio in *VvSUC27*-OE-5. This was consistent with the width/height ratio, indicating that the fruit shape remained unchanged (Figure 3C). No significantly greater weight of *VvSUC27*-OE fruits was observed compared with WT fruits (Figure 3C).

**Figure 3:**
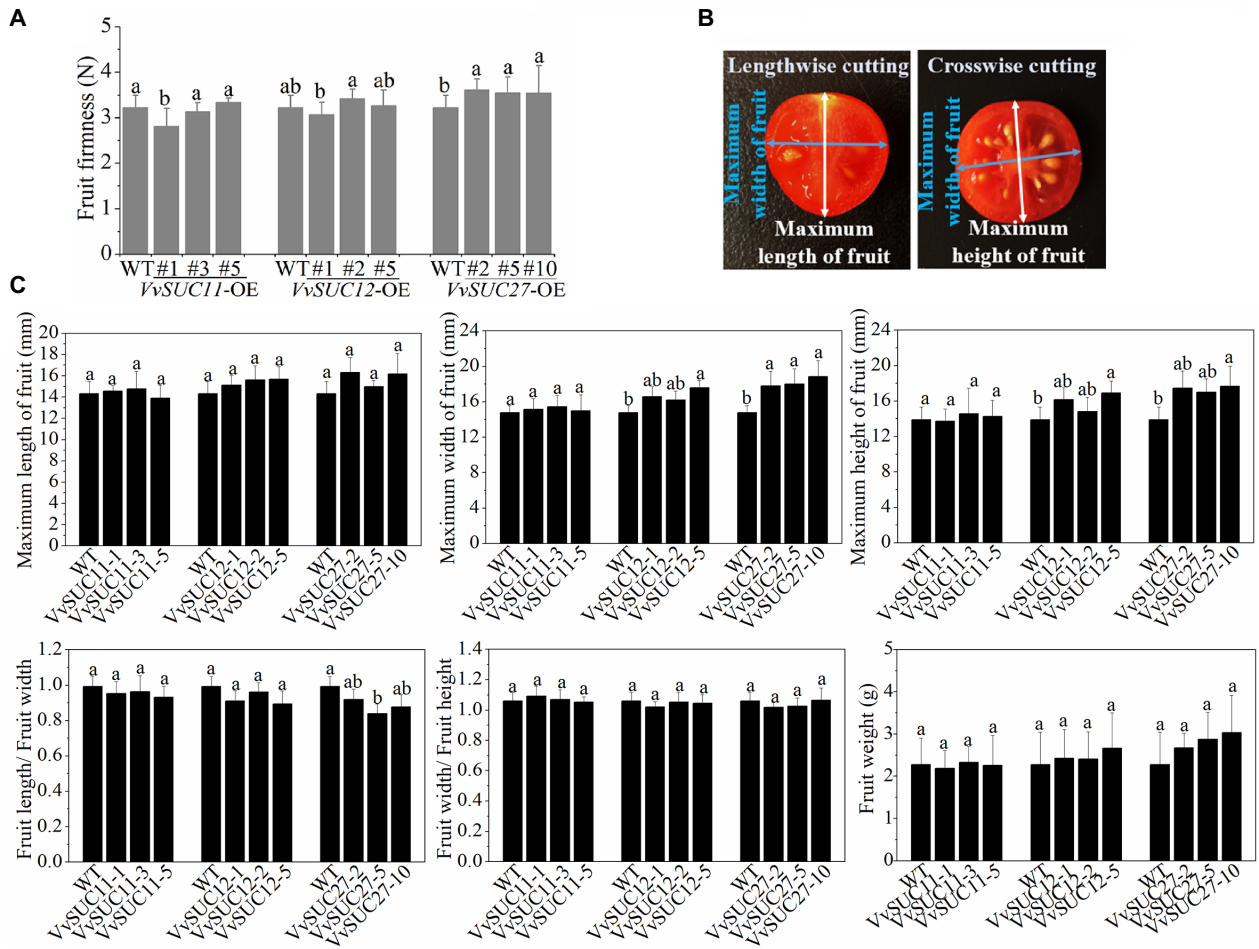
Phenotype, firmness, and weight of *VvSUC*-OE tomato fruits. **(A)** Comparison between the WT and each *VvSUC*-OE line regarding fruit firmness. **(B)** Diagram of the maximum length, width, and height of fruits. **(C)** The maximum length, width, height, length/width ratio, width/length ratio, and fruit weight of WT and *VvSUC*-OE tomato fruit. Error bars indicate the mean±SD of twenty biological replicates. Different lowercase letters show statistically significant differences between the WT and each *VvSUC*-OE line (Tukey’s test, *p*<0.05).

### Ectopic Expression of All Three *VvSUCs* Significantly Increased Fruit Sugar Concentration

SUTs play key roles in the translocation of sucrose both in phloem loading from the source tissue and sucrose unloading into sink tissue (Rennie and Turgeon, 2009). However, how VvSUC affects fruit sugar accumulation remains unknown. Here, the soluble solid content of tomatoes from different growth phases (Figure 4A) was measured using a refractometer in Brix units (Figure 4B). In total, the Brix values of the *VvSUC*-OE fruits were all similar to those of WT fruits during the immature period. The Brix of *VvSUC11*-OE fruits was nearly consistent with that of WT fruits during the growth phase. Only the Brix of *VvSUC12*-OE-2 was higher than that of the WT across the growth phase. The final Brix of fruits for the *VvSUC12*-OE-1, 2, and 5 lines increased by 1.13-, 1.32-, and 1.14- fold that of the WT, respectively. For *VvSUC27*-OE fruits, the Brix of all lines was significantly improved compared with that of the WT across the growth phase. The final Brix of fruit 9 d after the color break for the *VvSUC27*-OE-2, 5, and 10 lines and the WT was 11.80, 13.05, 9.89, and 6.24%, respectively. These represent increases of 1.89-, 2.09-, and 1.58-fold that of the WT, respectively.

**Figure 4:**
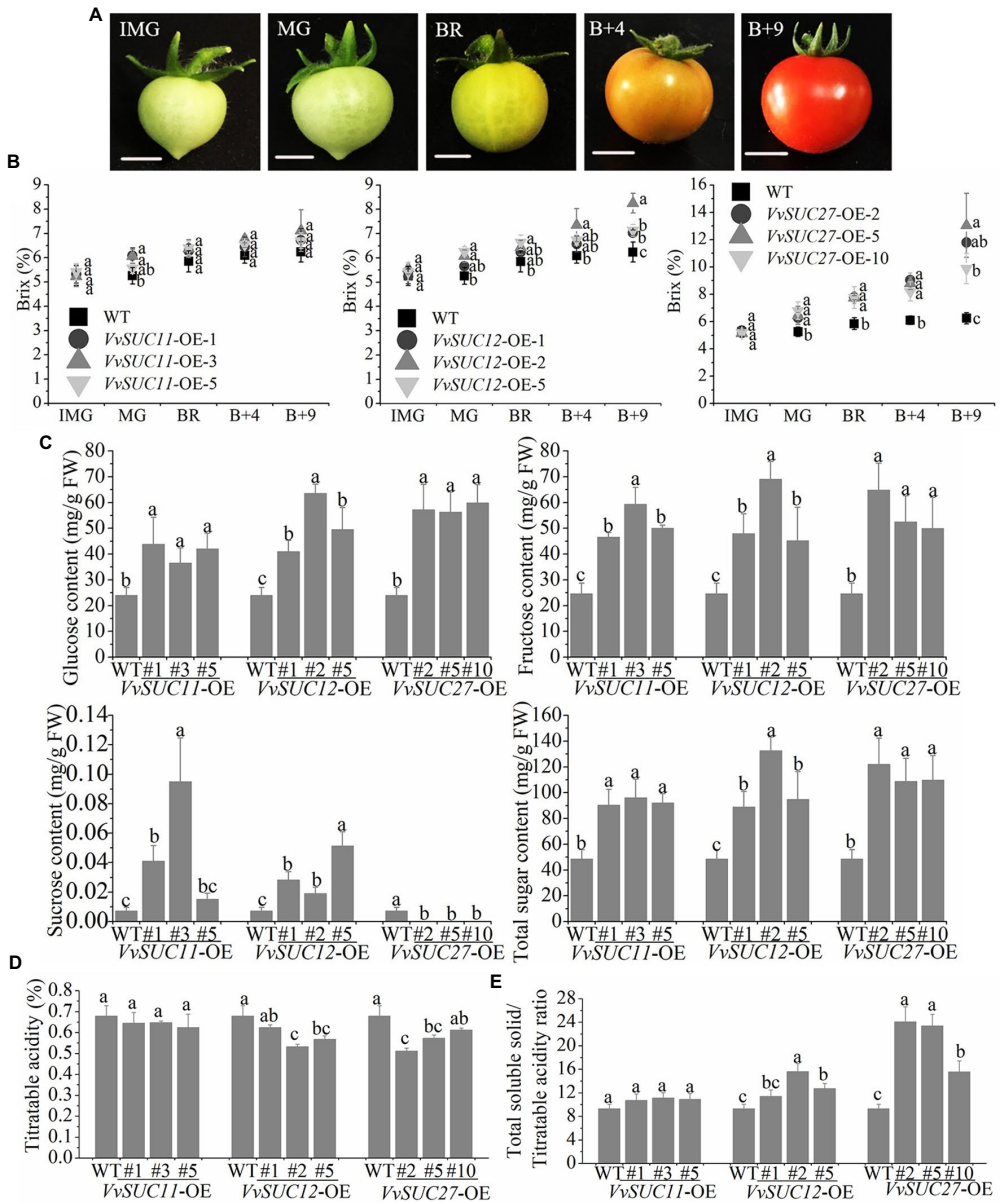
Sugar concentration of the *VvSUC*-OE tomato fruit. **(A)** Fruit development in tomatoes. IM, immature; MG, mature green; BR, breaker; B+4: 4 d after fruit color break; B+9: 9 d after fruit color break. Scale bar, 50mm. **(B)** Comparison between the WT and each *VvSUC*-OE line regarding different tomato growth phases of soluble solid content. **(C)** Comparison between the WT and each *VvSUC*-OE line regarding glucose, fructose, and total sugar concentrations in tomato fruits at the red ripe stage. FW, Fresh weight. **(D)** Comparison between the WT and each *VvSUC*-OE line regarding titratable acidity. **(E)** Comparison between the WT and each *VvSUC*-OE line regarding the total soluble solid/titratable acidity ratio. Error bars indicate the mean±SD of nine biological replicates. Different lowercase letters show statistically significant differences between the WT and each *VvSUC*-OE line (Tukey’s test, *p*<0.05).

Sugar analyses of *VvSUC*-OE tomato fruits at the red ripe stage were performed by HPLC. HPLC confirmed the obvious improvement in glucose, fructose, sucrose, and total sugar (composed of glucose, fructose, and sucrose) concentrations in all tested *VvSUC*-OE lines (Figure 4C). Glucose and fructose are the main soluble sugars in tomato fruits after ripening. Among the *VvSUC*-OE lines, *VvSUC11*-OE fruits had the lowest glucose content. For the *VvSUC11*-OE-1, 3, and 5 lines, the glucose concentration of fruits was 1.83-, 1.52-, and 1.75-fold higher than that of the WT, respectively. The glucose content of the *VvSUC27*-OE-2, 5, and 10 lines was 2.38, 2.34, and 2.49-fold higher than that of the WT, respectively. The glucose content of the *VvSUC12*-OE lines (*VvSUC12*-OE-1, 2, and 5 fruits) was between that of the *VvSUC11*-OE lines and *VvSUC27*-OE lines, which were 1.71-, 2.65-, and 2.06-fold higher than that of WT, respectively. In terms of fructose content in tomato fruits, that of all *VvSUC*-OE lines was significantly increased. For the *VvSUC11*-OE-1, 3, and 5 lines, the fructose content of tomato fruits was 1.89-, 2.4-, and 2.03-fold higher than that of the WT, respectively. For the *VvSUC12*-OE lines, the fructose contents of the *VvSUC12*-OE-1, 2, and five fruits were 1.95-, 2.80-, and 1.95-fold higher than that of the WT, respectively. Similarly, the fructose content of the *VvSUC27*-OE-2, 5, and 10 fruits was 2.63-, 2.13-, and 2.03-fold higher than that of the WT, respectively. Mature tomato fruits contain only trace amounts of sucrose. The sucrose content of tomato fruits in *VvSUC11*-OE-1, 3, and 5 lines (0.041, 0.095, and 0.015mg/g) was significantly higher than that of the WT (0.0073mg/g). For the *VvSUC12*-OE lines, the sucrose content of tomato fruits in the *VvSUC12*-OE-1, 2, and 5 fruits was 0.028, 0.019, and 0.051mg/g, respectively. In contrast, no sucrose was detected in the *VvSUC27*-OE fruits. The total sugar content was calculated using glucose, fructose, and sucrose. Overall, the total sugar content of all *VvSUC*-OE lines was significantly higher than that of the WT. Among them, the total sugar concentration of the *VvSUC27*-OE lines was the highest (122, 109, and 110mg/g, respectively) and was 2.24–2.51-fold higher than that of the WT (49mg/g). For the *VvSUC11*- and *VvSUC12*-OE fruits, the total sugar content was increased by an average of 1.91- and 2.17-fold that of the WT.

Titratable acidity of mature fruit was also determined in this study (Figure 4D). In total, titratable acidity of *VvSUC11*-OE fruits was nearly consistent with that of WT fruits at the mature fruit stage. The final titratable acidity of fruits for the *VvSUC12*-OE-2 and 5 lines significantly decreased by 1.28- and 1.20- fold that of the WT, respectively. For *VvSUC27*-OE fruits, the titratable acidity of mature fruits for the *VvSUC27*-OE-2 and 5 lines obviously decreased of 1.33- and 1.29-fold that of the WT, respectively. The total soluble solid/titratable acidity ratio was also determined by dividing the total soluble solid by titratable acidity. For *VvSUC12*- and *VvSUC27*-OE mature fruits, the ratio of all lines was significantly improved compared with that of the WT (Figure 4E).

### Ectopic Expression of *VvSUC27* Resulted in Seedless Fruit

Crosswise cutting of fruits at the red ripe stage of the WT and *VvSUC*-OE lines was conducted to determine that the *VvSUC27*-OE fruits were seedless, and the *VvSUC11*- and *VvSUC12*-OE seed numbers were different (Figure 5A). Crosswise cutting of *VvSUT27*-OE fruits at the red ripe stage was observed, and the aborded seeds were detected in *VvSUC27*-OE fruits (Figure 5B). The seeds from WT and *VvSUC27*-OE fruit were crosswise cut, stained with safranin O/fast green, and then observed microscopically (Figure 5C). The seed from *VvSUC27*-OE fruit was shriveled and obviously aborded compared with that of the WT.

**Figure 5:**
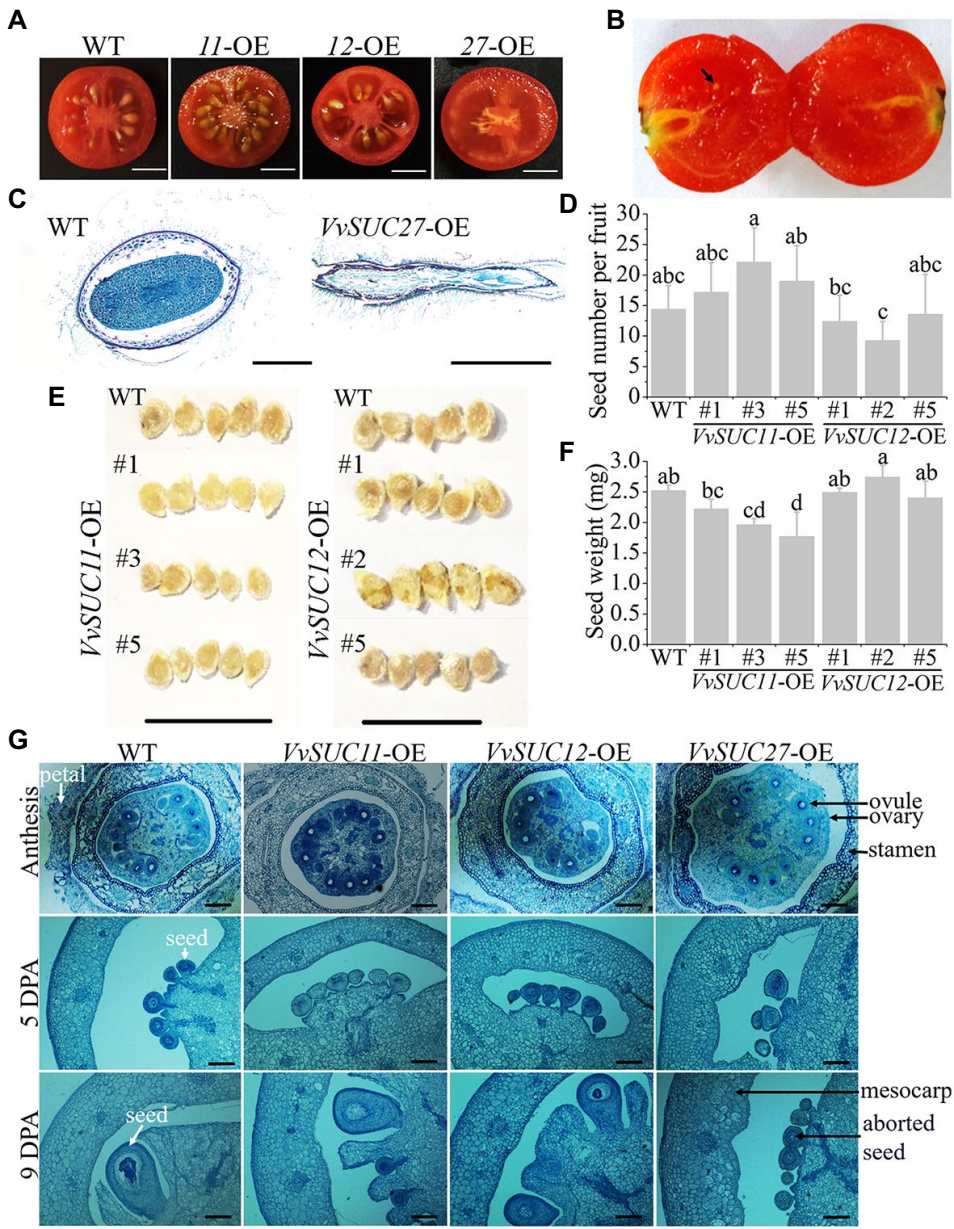
Observation of *VvSUC*-OE tomato seeds. **(A)** Crosswise cutting of fruits at the red ripe stage of the WT and *VvSUC*-OE lines. Scale bar, 50mm. **(B)** Crosswise cutting of *VvSUC27*-OE fruits at the red ripe stage. Black arrow indicates aborted seed. Scale bar, 50mm. **(C)** Normal seed from WT and aborted seed from *VvSUC27*-OE fruit observed microscopically. Cross-cut tissue slices were stained with safranin O/fast green. Scale bar, 500μm. **(D)** Comparison between the WT, *VvSUC11*-, and *VvSUC12*-OE lines regarding seed number per fruit. Error bars indicate mean±SD of twenty biological replicates. Different lowercase letters show statistically significant differences among WT, VvSUC11-, and VvSUC12-OE lines (Tukey’s test, *p*<0.05). **(E)** Comparison between the WT and *VvSUC11*- or *VvSUC12*-OE lines regarding seed shape and size. Scale bar, 1cm. **(F)** Comparison between the WT, *VvSUC11*- and *VvSUC12*-OE lines regarding seed weight. Error bars indicate mean±SD. The single seed weight was calculated from the average of the total weight of every 15 seeds, which was recorded as one experiment of ten biological replicates. Different lowercase letters show statistically significant differences among WT, VvSUC11-, and VvSUC12-OE lines (Tukey’s test, *p*<0.05). **(G)** Ovary and cell division phase of the WT and *VvSUC*-OE lines observed microscopically. Anthesis, 5 and 9days post-anthesis (DPA) of the WT and *VvSUC*-OE lines were selected to observe the ovule and seed development. Cross-cut tissue slices were stained with safranin O/fast green. Ovule, seed, aborded seed and some other parts were indicated by arrows and noted beside. Scale bar, 200μm.

It seemed that the *VvSUC11*-OE-3 and *VvSUC11*-OE-5 fruit produced more seeds, whereas the *VvSUC12*-OE-1 and *VvSUC12*-OE-2 fruit produced fewer seeds compared with each other; however, there was no significant difference compared with that of the WT (Figure 5D). Furthermore, five seeds from each line were set up together, and it was observed that the *VvSUC11*-OE fruit produced smaller seeds, especially those of *VvSUC11*-OE-3 and *VvSUC11*-OE-5 (Figure 5E). *VvSUC12*-OE fruit produced seeds of normal size, except for *VvSUC12*-OE-2 (Figure 5E). Seed weight was further determined: Accordingly, the weight of the *VvSUC11*-OE seeds was decreased, whereas seed weight of *VvSUC12*-OE remained unchanged compared with that of the WT (Figure 5F). The ovary and cell division phase of the WT and *VvSUC*-OE lines were cross-cut and stained with toluidine blue to visualize the formation of seeds (Figure 5G). The ovules and seeds of each *VvSUC*-OE line and the WT were similar at anthesis and 5 DPA. Furthermore, both *VvSUC11*- and *VvSUC12*-OE seeds were similar to those of the WT, whereas *VvSUC27*-OE seeds aborted at 9 DPA. The phenotypes of *VvSUC27*-OE aborted seeds at 9 DPA were similar to those at 5 DPA; therefore, we inferred that *VvSUC27*-OE seeds ceased development and stenospermocarpy at 5 DPA.

### Ectopic Expression of *VvSUC27* Impaired the Expression of Plant Hormone-Related Genes

*VvSUC27*-OE seeds stopped developing at 5 DPA, which caused the *VvSUC27*-OE lines to produce seedless fruits. Considering the developing seeds from each *VvSUC*-OE line and the WT were similar and *VvSUC27*-OE seeds ceased development at 5 DPA (Figure 5G), the entire fruits were ground up in this study. However, the results excluded the differentially expressed genes (DEGs) with seed-specific expression, because the developing seeds had not been manually removed from fruits. 

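Each group of 5 DPA fruits was represented by 3 libraries, 12 in all, made from whole fruits with the developing seeds inside. Every transgenic genotype was sampled from a single line, so the effect of a transgene could not be separated from that of its line. For 22827 genes the authors deposited the FPKM, made with cuffnorm, and a count per library. The counts had been scaled by the authors to a common library size and rounded. They summed to between 20530052 and 21795363 per library, and the sum of WT replicate 1 was above its 20138426 clean read pairs. They are therefore called scaled counts. Genes are named by the authors' identifiers and the annotation deposited with them, and 1153 of the identifiers stand for genes newly assembled by the authors. The transgenes were not analysed here. Each line was compared with the WT, and with each other line, by limma (lmFit, and eBayes with a mean-variance trend) on log2(scaled count + 1) in the 6 libraries of the comparison. The test covered the genes with at least 10 scaled counts in at least 3 of the 6 libraries. With the thresholds of the paper, DEGs had an FDR under 0.01 after Benjamini-Hochberg adjustment and an absolute log2 fold change (log2FC) above 1. In the comparisons with the WT, the median standard error (SE) of a log2FC was between 0.0723 and 0.0787.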

RNA-seq was conducted to discover the DEGs from T_1_ transgenic lines of *VvSUC11*-OE-5 and *VvSUC12*-OE-5, as well as the T_0_ transgenic line of *VvSUC27*-OE-5 fruits and the WT at 5 DPA. The RNA-seq experiment was repeated with three independent biological replicates. 

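The 3 replicates of each group gave 12 pairs of libraries. Across genes, which are not independent replicates, Pearson's r of log2(scaled count + 1) within a pair was 0.9885 to 0.9912. Among genes with at least 200 scaled counts in a pair, the median squared difference between replicates was 1.62 to 2.64 times the value that counting error alone gives. Of the 12 pairs, 0 differed by no more than the sampling noise. Between libraries of different groups, the same ratio was 9.34 to 25.3. The first 3 principal components of 19451 genes held 46.7%, 26.2% and 14.8% of the variance.

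**Figure D1:**
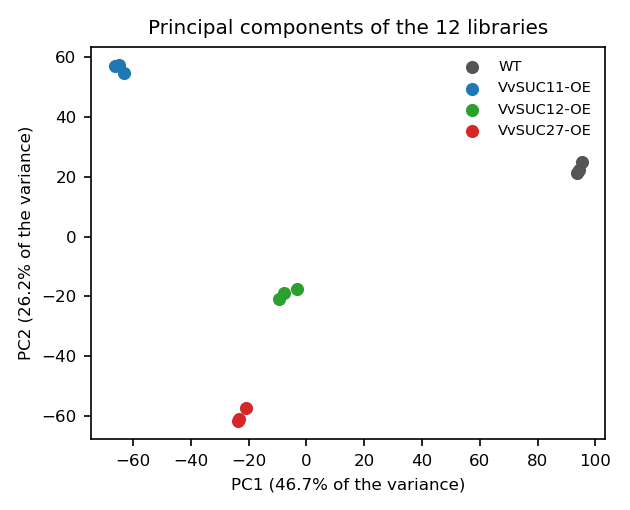
Principal components 1 and 2 of log2(scaled count + 1) in the 12 libraries, with the percent of the variance on each axis and a point for each library. The 3 libraries of each group lie together, the WT at the right and *VvSUC11*-OE at the upper left.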

Raw reads were screened to obtain clean reads, and the effective rate was over 97% (Supplementary Table S2).

Additionally, all clean reads were mapped to the tomato reference genome, and over 80% of clean reads were mapped in each sample file, ensuring that the RNA-seq results were credible. 

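In the paper's supplementary table, the clean reads ranged from 40276852 in WT replicate 1 to 49169906 in WT replicate 3, and the effective rate from 97.17% to 98.13%. Dividing the uniquely mapped by the clean reads of that table gave mapped shares from 82.4% in *VvSUC11*-OE replicate 3 to 91.5% in *VvSUC27*-OE replicate 1. The uniquely mapped reads were fewest in WT replicate 1, at 36369147, and most in *VvSUC27*-OE replicate 1, at 44949656. The median sum of the scaled counts was 20646238 in *VvSUC11*-OE, 20538183 in *VvSUC12*-OE, 21740372 in *VvSUC27*-OE and 21126291 in WT libraries. The 10 most abundant genes took 4.34% to 6.02% of the scaled counts of a library. At least 1 scaled count was found for 20129 to 21324 genes per library, and at least 10 in every library for 17301 genes. A gene listed at 0 may have had up to 3 counts, which corresponded to a median FPKM of 0.0971 to 0.101 over the genes of a library. This limit covers counting error only.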

The fragments per kilobase of transcript per million fragments mapped (FPKM) of *VvSUC11*, *VvSUC12*, and *VvSUC27* were analyzed to verify that experimental materials of *VvSUC11*-, *VvSUC12*-, and *VvSUC27*-OE fruits were the transgenic fruits (Supplementary Table S3). 

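In *VvSUC11*-OE fruits, 2817 of the 19128 tested genes were DEGs, or 14.7%. The number was 1626 of 18900 genes in *VvSUC12*-OE fruits, or 8.6%, and 2079 of 18871 genes in *VvSUC27*-OE fruits, or 11%. Without the threshold on the log2FC, 10062, 7460 and 8376 genes passed the FDR. With each library left out in turn, the number of DEGs was 2815 to 2886, 1593 to 1654 and 2072 to 2147, respectively. Testing only genes with a mean of at least 50 scaled counts moved these numbers most, to 1819, 897 and 1221. In simulated counts with 200 changed genes among 18841 tested genes, the same procedure called the 200 changed genes in the right direction and 0 other genes. The changed genes had a WT mean of at least 50 scaled counts and changes past the threshold, and all genes had a common spread between replicates. Recovery of genes of lower counts or near the threshold was therefore not tested. The authors deposited FDR and fold changes from EBSeq, with which 2459, 1369 and 1777 genes passed their thresholds. Of these, 97.5%, 98.5% and 98.4% were DEGs in limma's test as well, 0 of them in the opposite direction.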

Compared with the WT, thousands of genes were significantly differentially expressed in *VvSUC11*-, *VvSUC12*-, and *VvSUC27*-OE fruits using the threshold for DEGs of | log_2_^FoldChange^ |>1 and a false discovery rate (FDR)<0.01 for either sample (Figure 6A; Supplementary Table S4). 

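Among the DEGs of *VvSUC11*-OE fruits, 1414 were upregulated and 1403 downregulated, a ratio of down to up of 0.992. The numbers were 625 and 1001 in *VvSUC12*-OE fruits, a ratio of 1.6, and 718 and 1361 in *VvSUC27*-OE fruits, a ratio of 1.9. With every library rescaled to the same total, the downregulated share was 47.2%, 58.8% and 67.8%, against 49.8%, 61.6% and 65.5% as scaled by the authors. Among DEGs with an informative annotation and a mean of at least 50 scaled counts, gene18846, a pectinesterase 1 precursor, had the largest increase in *VvSUC11*-OE and *VvSUC12*-OE fruits. Its FPKM was 1060 ± 50.9 and 423 ± 15.7 (SD, n = 3) against 0.634 ± 0.201 in the WT. In *VvSUC27*-OE fruits the largest increase was that of gene14822, an HDG1-like homeobox-leucine zipper protein, at 166 ± 1.97 FPKM. This gene was at least 2590-fold higher than in the WT and at least 212-fold higher in *VvSUC12*-OE fruits, while *VvSUC11*-OE fruits were at the limit of detection, like the WT. The next in rank were gene2123, a neomenthol dehydrogenase-like gene, in *VvSUC11*-OE, gene16550, a class I heat shock protein, in *VvSUC12*-OE, and gene28773, a probable disease resistance gene, in *VvSUC27*-OE fruits. Genes annotated as heat shock proteins were higher than in the WT as a list in every line. The largest decreases by fitted log2FC were those of gene19356, a subtilisin-like protease, and gene20116, a vacuolar-processing enzyme-like gene, which were at least 4760- and 1910-fold lower in *VvSUC11*-OE fruits. In *VvSUC12*-OE fruits they were those of gene4238, an RD22-like gene, and gene5039, an SAG39-like cysteine protease, at least 217- and 157-fold lower. In *VvSUC27*-OE fruits, gene12696, a defensin-like gene, was at least 176-fold lower, and gene20476, a CDR1-like aspartic proteinase, had a log2FC of -8.85 (limma adjusted p = 2.27e-17). Several of these genes belong to families of similar sequence, between which the authors' counting could have split reads.

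**Figure D2:**
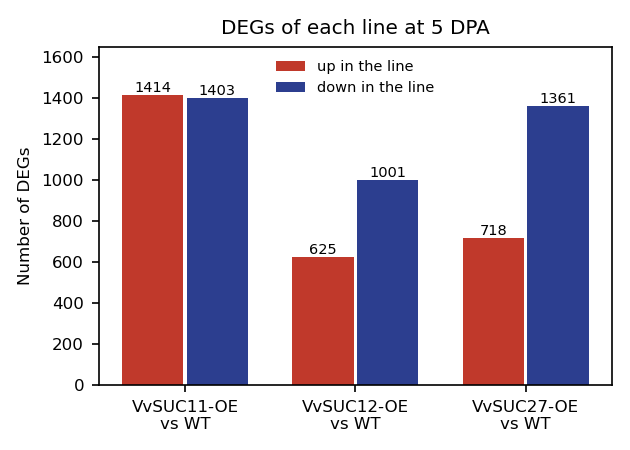
Number of upregulated (red) and downregulated (blue) DEGs of each line against the WT at 5 DPA. The bars of *VvSUC11*-OE are nearly equal, and in *VvSUC12*-OE and *VvSUC27*-OE the blue bar is the higher.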

There were nearly equal numbers of upregulated DEGs and downregulated DEGs in the *VvSUC11*-OE fruits, whereas downregulated DEGs occurred more frequently than upregulated DEGs in the *VvSUC12*-OE and *VvSUC27*-OE fruits (Figures 6B,C). Some annotated DEGs are listed in Supplementary Table S5. These data suggest that *VvSUCs* modulate the transcription of genes during seed formation.

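In all, 3836 genes were DEGs in at least 1 line, and 869 in all 3 lines, which is 53.4% of the smallest of the 3 sets. Of the shared DEGs, 243 were upregulated and 590 downregulated in every line, and 36 changed in different directions. A further 1238 genes were DEGs in *VvSUC11*-OE fruits only, 241 in *VvSUC12*-OE and 540 in *VvSUC27*-OE fruits only. The 3 comparisons rest on the same 3 WT libraries, so some likeness between them arises without any effect. In 20 simulated sets of 3 unchanged groups against shared WT libraries, with replicate noise alone, the mean correlation of the log2FC was 0.506, and as no comparison gave more than 0 DEGs, the sharing of DEGs was not tested by them. The observed correlations across 18650 genes, which are not independent replicates, were 0.758 between *VvSUC11*-OE and *VvSUC12*-OE, 0.743 between *VvSUC11*-OE and *VvSUC27*-OE, and 0.806 between *VvSUC12*-OE and *VvSUC27*-OE. The share of genes with the same sign in all 3 comparisons was 50.4%, against 50% in the simulation. With each library left out in turn, 836 to 861 DEGs were shared. The authors' deposited calls gave 717 shared DEGs, 208 up and 479 down.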

**Figure 6:**
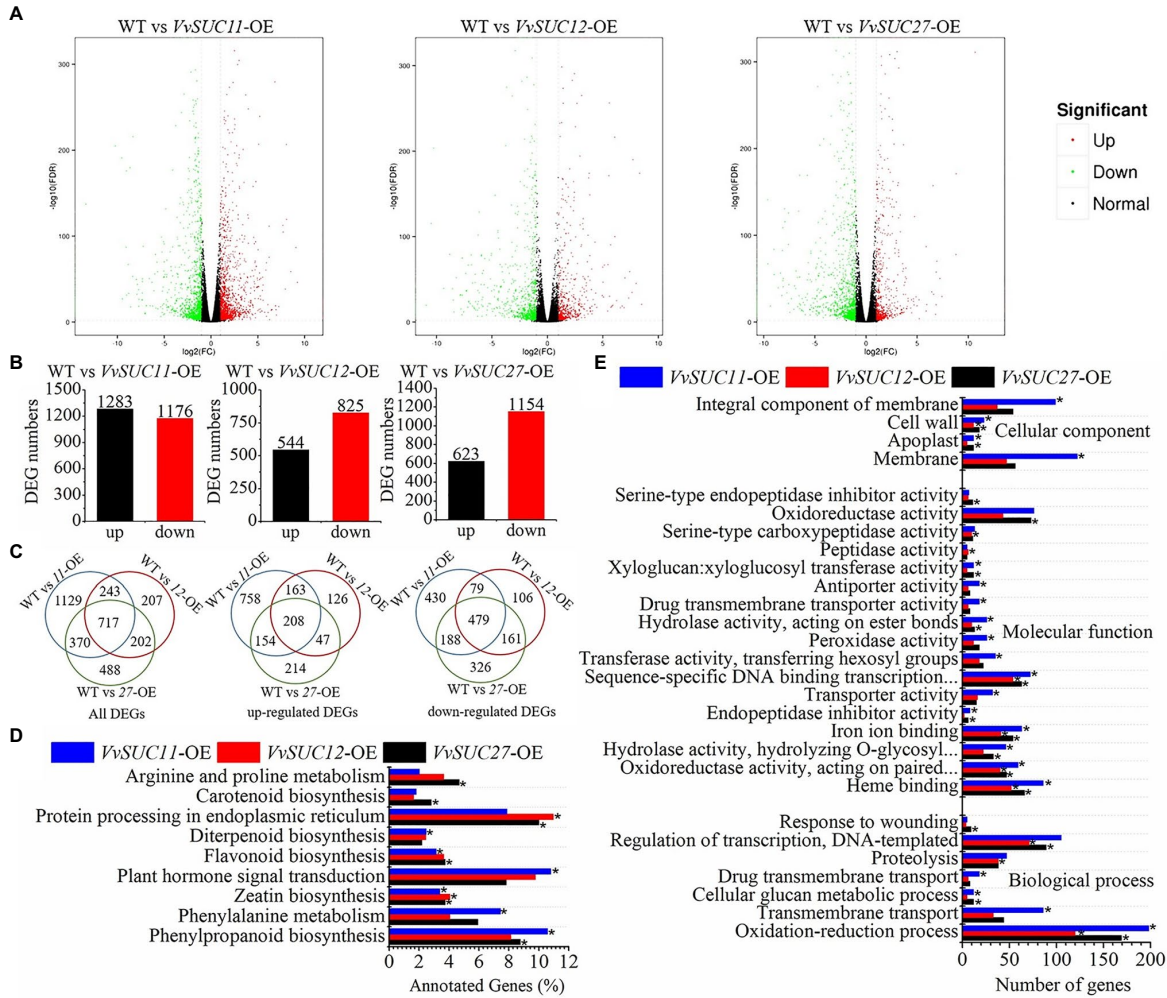
Analyses of differentially expressed genes (DEGs) in *VvSUC*-OE fruits. | log_2_^FoldChange^ |>1 and FDR<0.01 were used as thresholds to select the DEGs. **(A)** Volcano diagrams of DEGs in *VvSUCs*-OE fruits compared with WT fruits at 5 DPA. Green spots indicated DEGs whose expression was less than half that of the WT. Red spots displayed DEGs whose expression was more than double that of the WT. **(B)** Number of up- and downregulated DEGs in each *VvSUC*-OE fruit compared with that of the WT. **(C)** Venn diagrams showing all, upregulated, and downregulated DEGs that were commonly expressed in *VvSUC11*-, *VvSUC12*-, and *VvSUC27*-fruits compared with that of the WT, respectively. **(D)** KEGG pathway enrichment analysis of DEGs in 5 DPA tomato fruits of *VvSUCs*-OE lines. ^*^indicates a significantly enriched term (corrected value of *p*<0.05). **(E)** GO enrichment analysis of DEGs in 5 DPA tomato fruits of *VvSUCs*-OE lines. “Oxidoreductase activity, acting on paired…,” “Hydrolase activity, hydrolyzing O-glycosyl…,” and “Sequence-specific DNA binding transcription…” were short for “Oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, NAD(P)H as one donor, and incorporation of two atoms of oxygen into one donor,” “Hydrolase activity, hydrolyzing O-glycosyl compounds,” and “Sequence-specific DNA binding transcription factor activity.” ^*^indicates a significantly enriched term (corrected value of *p*<0.05).

It has been reported that several auxin- and ethylene-associated genes are downregulated in seedless fruits (Martinelli et al., 2009). 

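DEGs were counted in each KEGG pathway of the deposited annotation with at least 10 tested genes, by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the pathways of a line. The background was the 4094, 4070 and 4060 tested genes with a pathway in *VvSUC11*-OE, *VvSUC12*-OE and *VvSUC27*-OE fruits. In plant hormone signal transduction, 52 of 210 genes were DEGs in *VvSUC11*-OE fruits against 24.8 expected (odds ratio 2.64, adjusted p = 2.22e-06). In *VvSUC12*-OE fruits, 28 of 210 were DEGs against 14.3 expected (odds ratio 2.22, adjusted p = 0.00705). Over the alternatives this adjusted p ranged from 0.000206 to 0.153, and it was 0.121 among genes with a mean of at least 50 scaled counts. In *VvSUC27*-OE fruits, 28 of 205 were DEGs against 17.9 expected (odds ratio 1.71, adjusted p = 0.0892). With any 1 library left out, which also lets more genes into the test, the odds ratio was 1.75 to 2.17, and the adjusted p was under 0.05 in 5 of the 6 fits, all but that without WT replicate 2. Over all alternatives this adjusted p ranged from 0.00162 to 0.353. Across all pathways, 14 of 109, 10 of 110 and 11 of 110 were enriched in the 3 lines, respectively. Protein processing in endoplasmic reticulum had odds ratios of 1.47, 2.26 and 2 (adjusted p = 0.168, 0.00542 and 0.0102 by the same Fisher's exact test).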

High differential expression could also occur in plant hormone signal transduction in transgenic fruit (Figures 6D,E). Genes involved in sucrose transport, carbohydrate transport, and metabolism, as well as auxin and ethylene biosynthesis and signaling, were confirmed to be differentially regulated between *VvSUCs*-OE and WT fruits (Figure 7). 

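*SlSUT1* is gene26425 of the authors' table, by its KEGG annotation. In WT fruits its expression was 38.8 ± 0.873 FPKM (SD, n = 3). It was 110 ± 4.82 in *VvSUC11*-OE, 56.1 ± 1.86 in *VvSUC12*-OE and 47.8 ± 2.17 in *VvSUC27*-OE fruits, or 2.85, 1.45 and 1.23 times the WT value. The log2FC from limma was 1.47 (SE 0.04), 0.49 (SE 0.04) and 0.29 (SE 0.042), with Benjamini-Hochberg adjusted p = 2.09e-13, 1.05e-08 and 1.22e-05. Only the first of these changes was above the DEG threshold on the log2 scale. With each library left out in turn, the log2FC stayed within 1.44 to 1.5, 0.47 to 0.51 and 0.27 to 0.32. Every transgenic library lay above every WT library in each line, and the exact two-sided permutation test of the FPKM gave p = 0.1, the smallest that 3 libraries against 3 allow. The deposited values do not tell whether reads of the *VvSUC* transgenes were counted on *SlSUT1*.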

Compared with the WT, the functional characterization showed that the expression level (shown as FPKM) of *SlSUT1* was significantly improved in *VvSUC11*-, *VvSUC12*-, and *VvSUC27*-OE fruits. Similarly, the expression level of *SlSUT2* was increased in *VvSUC11*- and *VvSUC27*-OE fruits, whereas the expression level of *SlSUT4* was not significantly different (Figure 7A). Additionally, the DEGs involved in carbohydrate transport and metabolism were also analyzed; the downregulated genes were 1.08-, 2.16-, and 2.49-fold greater than the upregulated genes in *VvSUC11*-, *VvSUC12*-, and *VvSUC27*-OE fruits, respectively (Figure 7B) and are listed in Supplementary Table S6. Furthermore, a large proportion of auxin- and ethylene-associated genes were also downregulated in *VvSUC27*-OE seedless fruits (Figures 7C–H; selected from all annotated DEGs listed in Supplementary Table S5). 

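*SlSUT2* (gene12376) had 18.7 ± 1.32 FPKM in WT fruits (SD, n = 3), against 22.8 ± 1.04 in *VvSUC11*-OE, 17.4 ± 1.08 in *VvSUC12*-OE and 23.6 ± 1.51 in *VvSUC27*-OE fruits. Its log2FC was 0.30 (limma adjusted p = 0.000785), -0.10 (adjusted p = 0.212) and 0.33 (adjusted p = 0.000182). For *SlSUT4* (gene11593) the FPKM was 21.2 ± 0.31 in the WT, and 21.7 ± 1.14, 20.6 ± 1.29 and 20.9 ± 1.64 in the lines. The FPKM of each line overlapped with those of the WT. From the scaled counts, the log2FC was 0.04, -0.10 and -0.03 (limma adjusted p = 0.618, 0.148 and 0.715), the last of which was 0.02 without *VvSUC27*-OE replicate 1. The scaled counts of *VvSUC12*-OE libraries, 569 to 626, lay below the 631 to 655 of the WT, and those of the other lines overlapped with the WT.

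**Figure D3:**
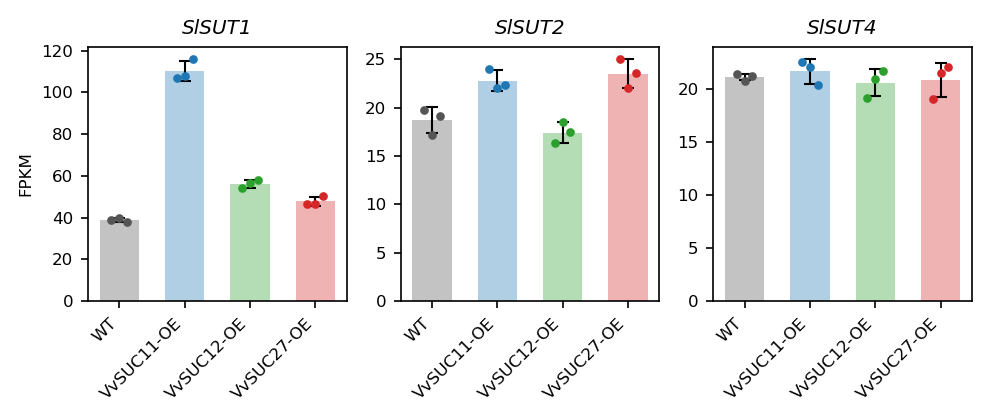
FPKM of *SlSUT1*, *SlSUT2* and *SlSUT4* in WT and transgenic fruits at 5 DPA, with a point per library, bars at the mean and error bars of 1 SD (n = 3). The increase of *SlSUT1* is the largest in *VvSUC11*-OE, *SlSUT2* is raised in *VvSUC11*-OE and *VvSUC27*-OE, and the points of *SlSUT4* overlap between the groups.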

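The annotation class of carbohydrate transport and metabolism held 1285 genes. Of its tested genes, 1071 in *VvSUC11*-OE and 1053 in each other line, 108 were upregulated and 123 downregulated DEGs in *VvSUC11*-OE fruits, 37 and 87 in *VvSUC12*-OE fruits, and 40 and 101 in *VvSUC27*-OE fruits. The downregulated DEGs were 1.14, 2.35 and 2.52 times the upregulated ones. Adjusted over the list alone, the counts were the same. Among genes with a mean of at least 50 scaled counts, the counts fell to 23 and 53 in *VvSUC12*-OE fruits. As a whole, the list was tested against all other genes with limma's camera, at a preset correlation between genes of 0.01. At this correlation it gave p = 0.211 in *VvSUC11*-OE, 0.056 in *VvSUC12*-OE and 0.256 in *VvSUC27*-OE fruits, each time toward lower expression. With the correlation estimated from the libraries, camera gave p = 0.175, 0.0656 and 0.124. The rotation test fry, which keeps the correlation between genes and does not compare the list with others, gave p = 2.85e-05, 2.57e-05 and 3.35e-05.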

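Genes were put in the auxin list (108 genes) or the ethylene list (120 genes) by their NR annotation, the ethylene list without ACC synthase and ACC oxidase. In *VvSUC27*-OE fruits, 44 of the 80 tested auxin genes were lower than in the WT, with a median log2FC of -0.11. At the preset correlation, camera gave p = 0.0147 for this list, or 0.0441 adjusted over the 3 lists and 6 comparisons. For the ethylene list, 55 of 91 genes were lower, the median log2FC was -0.14, and the p at the preset correlation was 0.000958, or 0.0172 adjusted. Both calls held with the estimated correlation (p = 0.0311 and 0.0186). By fry the p was 4.95e-06 and 1.38e-06, which adds little, as fry does not compare a list with other genes. In this comparison 8376 of 18871 genes passed the FDR, and fry also gave 3.35e-05 for the carbohydrate list, which camera did not call. Of all tested genes, 49.7% were lower in *VvSUC27*-OE fruits than in the WT.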

For auxin biosynthesis and signaling associated DEGs, 13 upregulated and 15 downregulated genes were detected in normal seed setting in *VvSUC11*-OE fruits compared with those of the WT (Figure 7C), 5 upregulated and 16 downregulated genes were detected in *VvSUC12*-OE fruits (Figure 7D), while 22 downregulated and only three upregulated genes were found in *VvSUC27*-OE seedless fruits (Figure 7E). 

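Of the auxin list, 83, 82 and 80 genes were tested in *VvSUC11*-OE, *VvSUC12*-OE and *VvSUC27*-OE fruits. The DEGs were 5 up and 15 down in *VvSUC11*-OE, 2 up and 15 down in *VvSUC12*-OE, and 1 up and 17 down in *VvSUC27*-OE fruits, and the counts adjusted over the list alone were identical. The 5 genes were gene10912, gene11998 and gene15166, all auxin-induced proteins, gene18816, a GH3.6, and gene5702, a 15A-like gene, of which gene10912 was at least 18.9-fold higher. The 2 genes were gene15300 and gene17804, an ABP19a-like gene, and the last of these was the gene up in *VvSUC27*-OE fruits. Those of them outside the rule for named genes are named because the counts are small, after their values were seen. Without *VvSUC12*-OE replicate 3, 1 gene was up in *VvSUC12*-OE fruits. Without *VvSUC27*-OE replicate 3, 0 genes were up in *VvSUC27*-OE fruits, as gene17804 then fell below the threshold on the log2 scale, and without any other library of that comparison 2 were. As a list, camera gave p = 0.221 in *VvSUC11*-OE and 0.0141 in *VvSUC12*-OE fruits, the latter 0.0996 with the estimated correlation. By fitted log2FC, the largest decrease in *VvSUC11*-OE and *VvSUC27*-OE fruits was that of *SlPIN5* (gene1391), an auxin efflux facilitator that was at least 30-fold lower than the 5.97 ± 1.39 FPKM (SD, n = 3) of the WT in both. *SlPIN5* also fell in *VvSUC12*-OE fruits (log2FC -3.13, limma adjusted p = 2e-08), where the largest decrease was that of gene6830, an auxin-repressed protein (log2FC -6.74, limma adjusted p = 3.15e-08). The size of the decrease of gene6830 depended on single libraries. Its scaled counts in *VvSUC12*-OE fruits were 0, 9 and 0, and its log2FC was -7.85 to -6.19 with each library left out in turn. The upregulated DEGs of *VvSUC12*-OE fruits included *SlPIN6* (gene15300; log2FC 1.03, limma adjusted p = 9.55e-09), which fell below the threshold on the log2 scale without *VvSUC12*-OE replicate 2 or without WT replicate 3 (0.98 each).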

Genes associated with ethylene biosynthesis and signaling were also chosen for expression profiling compared with that of the WT; 9 upregulated and 17 downregulated genes were detected in *VvSUC11*-OE fruits (Figure 7F). 

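In *VvSUC11*-OE fruits, 10 of the 91 tested genes of the ethylene list were upregulated DEGs and 19 were downregulated, with or without adjustment over the list alone. The list as a whole was not past 0.05 (camera at the preset correlation, p = 0.156, with 55 genes lower and a median log2FC of -0.13), although fry gave 1.67e-05. The largest decrease by fitted log2FC was that of gene15288, an ERF016-like transcription factor, at 0.123 ± 0.132 FPKM (SD, n = 3) against 2.21 ± 0.436 in the WT. The largest increase was that of a newly assembled gene annotated as CRF1 (newGene_2966; log2FC 4.29, limma adjusted p = 1.1e-05), whose WT mean was 3.67 scaled counts.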

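For *VvSUC12*-OE fruits, the 91 tested genes of the ethylene list gave 7 upregulated and 21 downregulated DEGs. The corresponding numbers were 2 and 26 in *VvSUC27*-OE fruits, and in both lines adjustment over the list alone changed none of them. In *VvSUC12*-OE fruits 57 genes of the list were lower than in the WT, the median log2FC was -0.16 and camera gave p = 0.00503 (0.0181 with the estimated correlation, 2.2e-07 with fry). The largest decrease in *VvSUC12*-OE and *VvSUC27*-OE fruits by fitted log2FC was that of gene2377, annotated as WRI1, which was at least 23.8-fold lower in *VvSUC27*-OE fruits and had a log2FC of -4.17 in *VvSUC12*-OE fruits (limma adjusted p = 2.97e-08). With the genes of ACC synthase and ACC oxidase added, the DEGs were 13 up and 24 down in *VvSUC12*-OE and 9 up and 33 down in *VvSUC27*-OE fruits.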

Seven upregulated and 19 downregulated genes were detected in *VvSUC12*-OE fruits (Figure 7G), whereas most of the genes (24 genes) were downregulated, and only one gene was upregulated in the *VvSUC27*-OE seedless fruits (Figure 7H). These results suggest that *VvSUCs*, especially *VvSUC27*, inhibit auxin and ethylene production by regulating the transcription of auxin- and ethylene-related genes.

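The lines were also compared with each other, without the WT. Between *VvSUC27*-OE and *VvSUC11*-OE fruits, 18 of the 86 tested ethylene genes were downregulated DEGs in *VvSUC27*-OE, 59 were lower, the median log2FC was -0.25 and camera gave p = 0.00232 (0.0144 with the estimated correlation). Between *VvSUC27*-OE and *VvSUC12*-OE fruits, 14 were downregulated, 53 were lower, the median log2FC was -0.13 and camera gave p = 0.00918 (0.0242 with the estimated correlation). For the auxin list, the same comparisons gave p = 0.459 and 0.417 at the preset correlation, which is not past 0.05, while fry, which keeps the correlation between genes, gave p = 0.000612 and 0.00281. With the auxin list restricted to the families in the legend of Fig. 7, they gave p = 0.0357 and 0.0485 at the preset correlation. *VvSUC12*-OE and *VvSUC11*-OE fruits did not differ in either list (camera at the preset correlation, p = 0.977 for auxin and 0.286 for ethylene), although fry gave 2.89e-06 for ethylene. Hormone contents were not analysed here. From the numbers of downregulated genes in Fig. 7, the paper proposes that the transporters, and above all *VvSUC27*, act through the transcription of these genes to inhibit auxin and ethylene production.

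**Figure D4:**
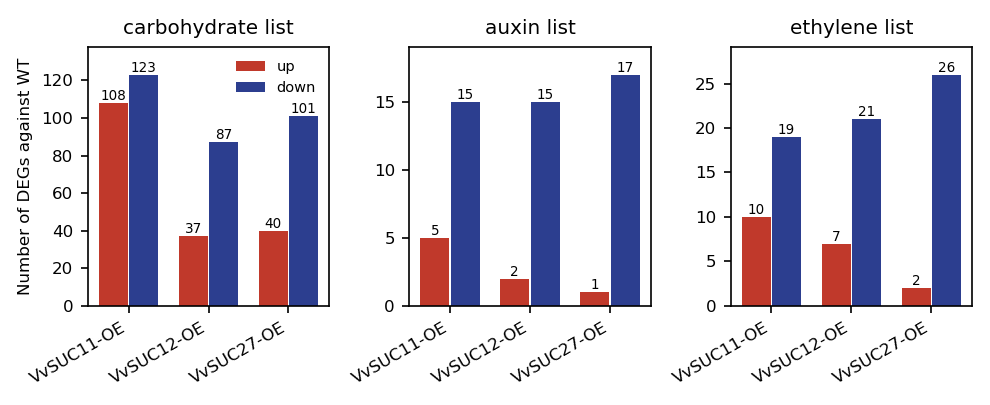
Number of upregulated (red) and downregulated (blue) DEGs against the WT in the carbohydrate, auxin and ethylene lists of each line. The blue bar is the higher in every pair.

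**Figure D5:**
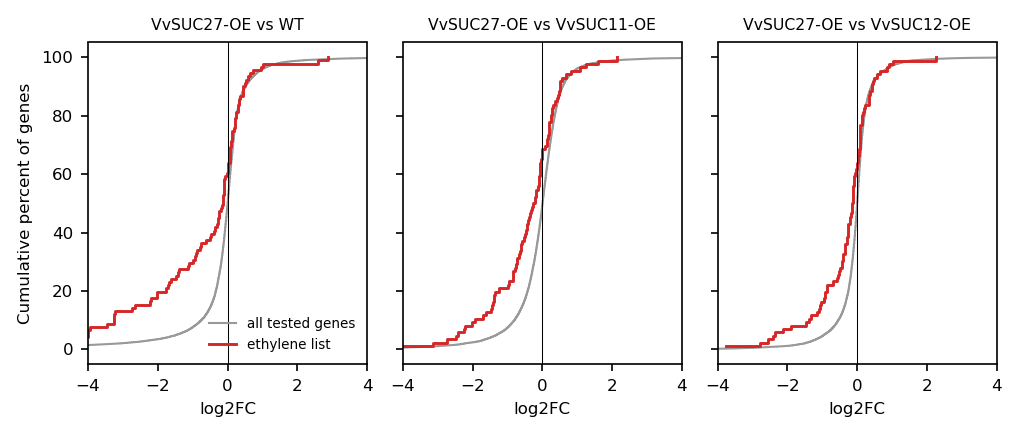
Cumulative percent of genes by log2FC in *VvSUC27*-OE fruits against the WT, *VvSUC11*-OE and *VvSUC12*-OE fruits, for the ethylene list (red) and all tested genes (grey). The red curve lies above the grey curve at negative log2FC in each panel, so that more of the ethylene genes were lower.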

**Figure 7:**
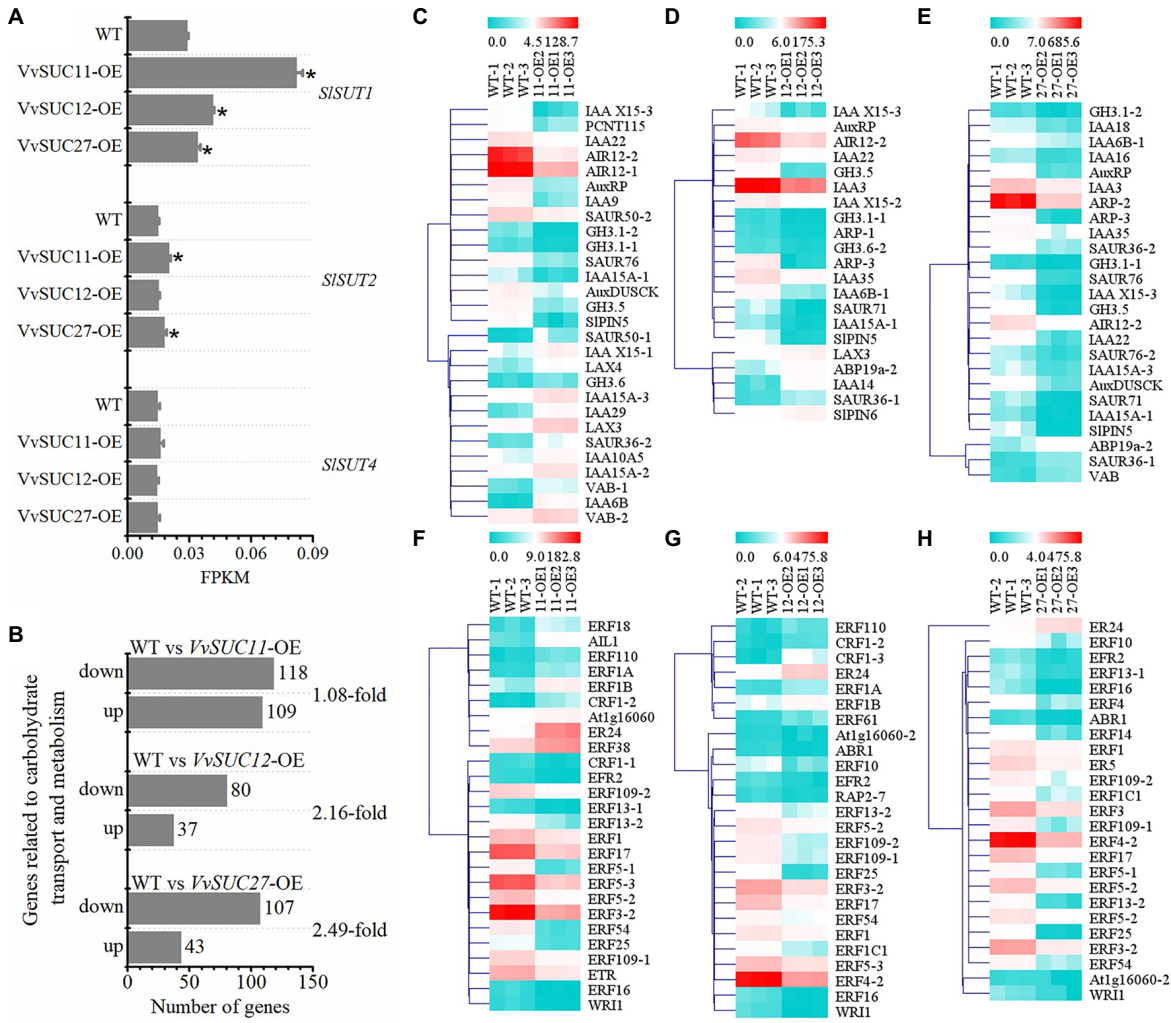
Identification of genes related to *SlSUTs*, carbohydrate transport and metabolism, auxin and ethylene biosynthesis, and signaling. log2FC is short for log_2_^FoldChange^. **(A)** Comparison between the WT and each *VvSUC*-OE line regarding FPKM of *SlSUT1*, *SlSUT2*, and *SlSUT4*. **(B)** Number of upregulated and downregulated genes related to carbohydrate transport and metabolism pathway. **(C–E)** Heat map of genes related to auxin biosynthesis and signaling between the WT and each *VvSUC*-OE fruit. IAA, SAUR, or PCNT115, auxin-induced protein or auxin-responsive protein; GH, indole-3-acetic acid-amido synthetase; AIR, auxin-induced in root culture protein; ARP, auxin-repressed 12.5kDa protein-like; AuxRP, auxin-regulated protein; SlPIN, auxin efflux facilitator; VAB, auxin canalization; ABP, auxin-binding protein; AuxDUSCK, auxin-regulated dual-specificity cytosolic kinase; LAX, auxin influx carrier (AUX1 LAX family). **(F–H)** Heat map of genes related to ethylene biosynthesis and signaling between WT and each *VvSUC*-OE fruit. Abbreviations: AIL1 or At1g16060, AP2-like ethylene-responsive transcription factor; CRF, WRI1, ABR1, RAP2, or ERF, ethylene-responsive transcription factor; ER, ethylene-responsive transcriptional coactivator; ETR, ethylene-binding protein. Statistically significant differences (*p*<0.05) are indicated by asterisks.

## Discussion

### Ectopic Expression of *VvSUC27* Induced Stenospermocarpy and Altered Fruit Quality

In many fruits, seeds are an undesirable feature, presenting a hard or leathery texture, bitter taste, and harmful toxic compounds. Therefore, seedlessness is a desirable trait in many commercially grown fruit crops if undesirable changes to quality can be avoided (Martinelli et al., 2009). Tomatoes are an important crop worldwide and a model for the study of fruit set and development. Therefore, harnessing seedlessness in tomatoes has been an important breeding objective (Picarella and Mazzucato, 2018). Previous reports have generally focused on describing reverse genetics experiments (Marti et al., 2007; Klap et al., 2017; Joldersma and Liu, 2018). Stenospermocarpy is the most common mechanism of parthenocarpy in seedless grape varieties, where pollination and fertilization occur but the embryo subsequently aborts, leaving undeveloped seeds or seed traces (Mejia et al., 2011). This work is the first to demonstrate the ability of VvSUC27 to induce seedless fruit (stenospermocarpy; only a few pollen grains could germinate) and improve fruit quality. As a strong sink organ, flowers consist of male and female floral organs, including the petals, style, and pollen. The development of floral organs is dependent on sucrose unloading from the phloem, which requires the participation of SUT. In this context, among the three VvSUCs, VvSUC27 had the most influential role in this process. Several studies have reported that SUTs play a significant role in pollen and seed development. Tomato plants transformed with a SlSUT2 antisense construct were exclusively affected by impairing pollen tube growth, preventing pollination, and causing seedless fruits (Hackel et al., 2006). AtSUC1 insertional mutants produce defective pollen (Sivitz et al., 2008). Additionally, RNAi-mediated downregulation of *CsSUT1* expression induced male sterility in cucumbers (Sun et al., 2019). However, similar to the suppression of other plant *SUTs*, ectopic expression of *VvSUC27* resulted in significantly enlarged petals and pistils, abnormal stigma, and much less abundant and shrunken pollen, whereas ectopic expression of *VvSUC11* and *VvSUC12* produced flowers similar to those of the WT (Figures 1, 2). Thus, it could be inferred that one reason for stenospermocarpy is the ectopic expression of *VvSUC27*, which leads to a consequential reduction in nutrient delivery to the pollen and stigma.

Seedless fruits are more desirable because of their lower acidity and higher proportion of soluble solids compared with seeded fruits (Sell et al., 1953; Martinelli et al., 2009). Seedless tomatoes with good taste would be preferred among fresh market fruits. Ectopic expression of *VvSUC27* not only induced tomato fruit stenospermocarpy, but also significantly increased fruit width, height, and firmness compared with those of the WT (Figure 3). It has been reported that overexpression of *MdSUT2.2* could result in the accumulation of more total soluble sugars and sucrose in apples (Ma et al., 2017, 2019a), whereas ectopic expression of *PbSUT2* led to an improvement in the content of sucrose while decreasing the contents of glucose, fructose, and total soluble sugars in mature tomato fruits. Ripe fruits of commercial tomato variants have equimolar concentrations of glucose and fructose, but they contain little sucrose (Klee and Giovannoni, 2011). Here, ectopic expression of all three *VvSUCs* improved soluble sugar contents and the concentration of glucose and fructose in mature tomato fruits, especially ectopic expression of *VvSUC27* (Figure 4). For *VvSUC12*- and *VvSUC27*-OE mature fruits, the titratable acidity decreased and total soluble solid/titratable acidity ratio of all lines was significantly improved compared with that of the WT (Figure 4E). Furthermore, compared with the WT, two of the *VvSUC11*-OE lines and all of the *VvSUC12*-OE lines significantly improved the sucrose content of mature fruit, while no sucrose could be detected in *VvSUC27*-OE lines (Figure 4C). The different sucrose contents in the mature fruit may be due to the different effects of *VvSUCs* on cell wall bound and vacuolar invertases on fruit sink strength (Yelle et al., 1991; Klann et al., 1996; Jin et al., 2009; Zanor et al., 2009). Thus, it can be inferred that all three *VvSUCs* participated in the consequential sugar accumulation in the sink. The positive traits of improved firmness, increased sugar content, and stenospermocarpy on *VvSUC27*-OE fruits would be desirable in fresh market fruits.

### The Downregulated Genes in Carbohydrate Transport and Metabolism, and Auxin- and Ethylene-Related Signaling Pathways May Underlie Stenospermocarpy

There could be a very complex mechanism underlying seedless crops, with many genes being reported as responsible for this phenomenon (Marti et al., 2007; Klap et al., 2017; Cong et al., 2019; Wen et al., 2019; Wang et al., 2020), along with alterations in hormone levels and carbohydrate supply. Many studies have shown that genes involved in carbohydrate transport and metabolism are related to seedlessness. Attributed to pollination failure and impaired male and female fertilities, significant reductions in viable seeds were observed after silencing vacuolar invertase genes in cotton, in addition to a reduction in the expression of genes involved in starch metabolism (Wang and Ruan, 2016). Downregulation of *CsSUT1* caused a significant downregulation in the expression of many genes related to carbohydrate metabolism and sugar transport in male flowers, which is one of the main causes of male sterility (Sun et al., 2019). Therefore, direct changes in seedless fruits induced by genetic transformation have been well characterized at anthesis. In this study, five DPA fruits were chosen to emphasize the differences between transgenic and WT fruits during seed formation. The expression of most genes related to carbohydrate metabolism and sugar transport was downregulated in *VvSUC12*- and especially in *VvSUC27*-OE lines, whereas nearly equal numbers of genes were downregulated and upregulated in more seeded *VvSUC11*-OE lines (Figure 7B). These results suggest that ectopic expression of *VvSUC27* could downregulate the expression of genes involved in carbohydrate metabolism and sugar transport during early fruit development, which may regulate the growth and development of seeds.

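Of the tested carbohydrate genes, 57.1% were lower than in the WT in *VvSUC11*-OE fruits, 58.6% in *VvSUC12*-OE and 54.5% in *VvSUC27*-OE fruits, against 52.7%, 50.7% and 49.7% of all tested genes. The median log2FC of the list was -0.09, -0.07 and -0.04. Among the DEGs of the list, 53.2%, 70.2% and 71.6% were downregulated. Compared directly, the lines did not differ in this list by camera at the preset correlation (p = 0.908 for *VvSUC12*-OE against *VvSUC11*-OE, 0.674 for *VvSUC27*-OE against *VvSUC11*-OE, and 0.462 for *VvSUC27*-OE against *VvSUC12*-OE). By fry, which needs no preset correlation and does not compare the list with other genes, p was 0.00101 toward higher values in *VvSUC27*-OE than in *VvSUC12*-OE fruits. The median log2FC between these lines was 0.02, with 39 DEGs up and 51 down. The largest decreases were those of gene13731, of unknown function, and gene24930, an alpha-L-arabinofuranosidase 1-like gene, which were at least 1720- and 402-fold lower in *VvSUC11*-OE fruits, with log2FC of -8.18 and -8.17 in *VvSUC27*-OE fruits (limma adjusted p = 2.72e-15 and 4.09e-10). In *VvSUC12*-OE fruits, gene29626, an apyrase, was at least 118-fold and gene1998, a pectinesterase, at least 50.2-fold lower. Of the upregulated genes, gene11954, a beta-galactosidase, was at least 65.7-fold higher in *VvSUC11*-OE fruits.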

Seedless fruits are often reported to have a longer shelf life than seeded fruits as seeds can produce hormones, such as ethylene, which triggers senescence (Fei et al., 2004). Previously published data showed that the downregulation of IAA-responsive genes or Aux/IAA family members resulted in seedless fruits (Goetz et al., 2007; de Jong et al., 2009; Yang et al., 2013). For SUT, the knockdown of *CsSUT1* in cucumbers at the twelfth stage of male flowers caused changes in genes associated with auxin signaling (Sun et al., 2019). In our study, only a small proportion of genes involved in auxin- and ethylene-related signaling pathways were upregulated in all transgenic fruits compared with the WT (Figure 7). The more seeds the transgenic tomato had, the lower the proportion of downregulated genes; therefore, the proportion of downregulated genes in more seeded *VvSUC11*-OE fruits was lower than that in *VvSUC12*-OE fruits, especially seedless *VvSUC27*-OE fruits. In this regard, we demonstrated that compared with those of the WT, the expression of most genes related to auxin-related signaling pathways (*IAA*, *SAUR*, *PCNT115*, *GH*, *AIR*, *ARP*, *AuxRP*, *AuxRP*, *SlPIN*, *VAB*, *ABP*, *AuxDUSCK*, and *AUX1 LAX* family) was all downregulated in *VvSUC27*-OE fruits at 5 DPA. However, three genes, namely, *ABP19a-2*, *SAUR36-1*, and *VAB*, were not. 

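Of the DEGs in the auxin list, 75% were downregulated in *VvSUC11*-OE, 88.2% in *VvSUC12*-OE and 94.4% in *VvSUC27*-OE fruits. In the ethylene list the downregulated share was 65.5%, 75% and 92.9% in the same order. These shares rest on 17 to 29 DEGs per line and were not tested against each other. Counting all tested genes of the auxin list, 51.8%, 62.2% and 55% were lower than in the WT, and for the ethylene list 60.4%, 62.6% and 60.4%. Seeds were not counted in the sequenced fruits, and with a single line per genotype a relation to seed number could not be tested.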

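These names were matched to the authors' identifiers by annotation, which is uncertain for all of them. A pair of genes carries the ABP19a annotation, several carry the auxin canalization domain of *VAB*, and no annotation used here names SAUR36. For gene17804, taken as *ABP19a-2*, the log2FC was 1.17 (SE 0.22, limma adjusted p = 0.000176) in *VvSUC27*-OE and 1.01 (SE 0.18, adjusted p = 0.000107) in *VvSUC12*-OE fruits, against 0.15 (adjusted p = 0.579) in *VvSUC11*-OE fruits. Its FPKM in *VvSUC27*-OE fruits was 10.3 ± 3.48 (SD, n = 3) against 4.41 ± 0.904 in the WT, and the log2FC was 0.95 without *VvSUC27*-OE replicate 3. In *VvSUC12*-OE fruits it was 0.93 without WT replicate 1 or 2, 0.98 without *VvSUC12*-OE replicate 3 and 1 without *VvSUC12*-OE replicate 1. In *VvSUC11*-OE fruits the sign depended on replicate 2, without which the log2FC was -0.02. For gene20203, taken as *VAB*, the log2FC was 1.15 in *VvSUC11*-OE, 0.49 in *VvSUC12*-OE and 1.05 in *VvSUC27*-OE fruits (limma adjusted p = 2.33e-05, 0.0602 and 3.19e-05). Without WT replicate 3 it was 0.99 and 0.89 in *VvSUC11*-OE and *VvSUC27*-OE fruits. For *VvSUC12*-OE fruits the value depended on single libraries, from 0.31 without *VvSUC12*-OE replicate 2 to 0.73 without *VvSUC12*-OE replicate 1 (limma adjusted p = 0.293 and 0.00823). For gene19336, taken as *SAUR36-1*, the log2FC was 1.28 in *VvSUC11*-OE and 1.13 in both other lines (limma adjusted p = 1.49e-05, 2.5e-05 and 2.47e-05).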

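*ER24* (gene3033), an ethylene-responsive transcriptional coactivator, had 11.4 ± 1.86 FPKM in WT fruits (SD, n = 3), against 91.7 ± 5.29 in *VvSUC11*-OE, 98.9 ± 5.07 in *VvSUC12*-OE and 70.4 ± 3.74 in *VvSUC27*-OE fruits. The log2FC was 2.97, 2.99 and 2.60 (limma adjusted p = 5.56e-13, 2.6e-15 and 4.14e-14), and every transgenic library lay above every WT library. In *VvSUC27*-OE fruits the other upregulated DEG of the ethylene list was newGene_2966, the newly assembled gene annotated as CRF1, at 2.01 ± 0.522 FPKM against 0.315 ± 0.287 in the WT (log2FC 2.89, limma adjusted p = 0.000432).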

Concerning the expression of genes related to the ethylene-related signaling pathway, (AP2-like) ethylene-responsive transcription factor (*AIL1* and *At1g16060*), ethylene-responsive transcription factor (*CRF*, *WRI1*, *ABR1*, *RAP2*, and *ERF*), ethylene-responsive transcriptional coactivator (*ER*), and ethylene-binding protein were all downregulated, except for one gene, *ER24*. Our results were similar to the report that found several ethylene- and IAA-associated genes were downregulated in transgenic seedless tomatoes at the breaker stage (Martinelli et al., 2009). These results suggest that VvSUC27 could downregulate the expression of genes involved in auxin- and ethylene-related signaling pathways during early fruit development, which may regulate the growth and development of seeds. The genes which were specifically expressed in seeds were not included since the developing seeds were unremoved from fruits.

In summary, ectopic expression of *VvSUC27* in tomatoes caused a consequential reduction in nutrient delivery to the pollen, with a subsequent downregulation of the genes involved in carbohydrate metabolism and sugar transport, along with auxin- and ethylene-related signaling pathways during early fruit development, which may regulate the growth and development of seeds. This work is the first to demonstrate the ability of *VvSUC27* to induce seedless and high-quality fruits, which would be an effective and commercially desirable approach for bioengineering stenospermocarpy in tomatoes and other crops.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

YZ led the project. YC, WT, ZD, JY, WD, HG, JX, NZ, and JW performed the experiments. YZ, YC, LY, LZ, and QM designed and supervised the experiments. YZ and YC wrote and edited the paper. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by a grant from the National Natural Science Foundation of China (Grant No. 30900969), Bagui Young Scholars’ Special Fund of Guangxi and the Special Fund for the Central Government Guides Local Science and Technology Development (Guike ZY21195039), China Natural Science Foundation of Heilongjiang Province (Grant No. QC2017024), and the Project for Extramural Scientists of State Key Laboratory of Agrobiotechnology (2020SKLAB6-8).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Ectopic Expression of VvSUC27 Induces Stenospermocarpy and Sugar Accumulation in Tomato Fruits
**Source:** Front Plant Sci. 2021 Nov 17;12:759047. doi: 10.3389/fpls.2021.759047
**Supplement:** Supplementary file 1

## Supplementary Figures

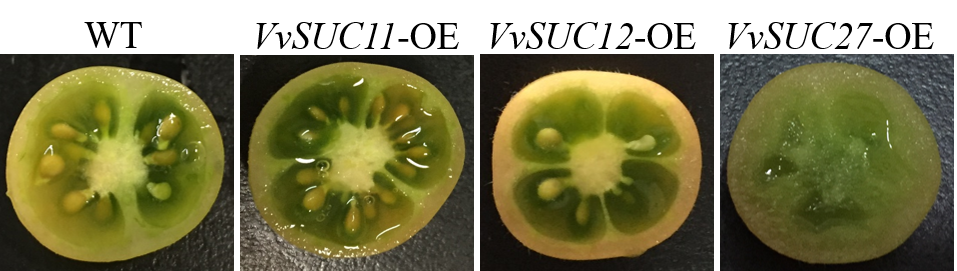

**Supplementary Figure 1.** Comparison between WT and each *VvSUC*-OE on the phenotype of T_0_ cross-cut tomato fruits at break period.

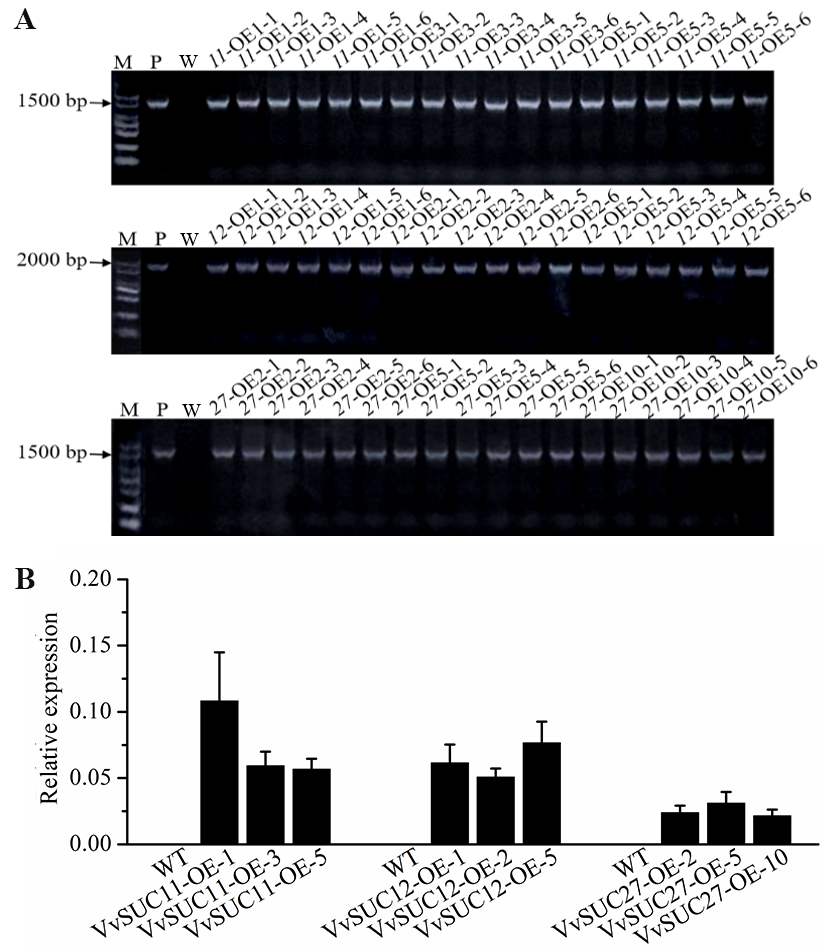

**Supplementary Figure 2.** PCR **(**A**)** and qRT-PCR (B) verification of *VvSUC* transformants. Gene transcript levels were normalized against three reference gene (*SlEF-1α*, *SlGADPH*, and *SlActin*). Data are expressed as the mean ± S.D. from three biological replicates.

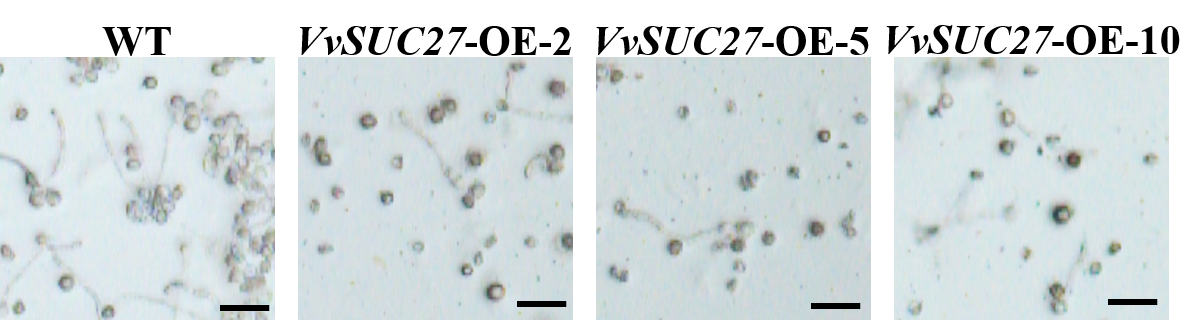

**Supplementary Figure 3.** Pollen germination and growth *in vitro*. Scale bar, 100 μm.

## Supplementary Tables

**Supplementary Table 1.** Primers used in this study.

| **Gene name** | **Primer Sequence (5’-3’)** |
| --- | --- |
| attB1,2-*VvSUC11* | For：AAAAAGCAGGCTAGATGGCGGTCCCTGGGG  Rev：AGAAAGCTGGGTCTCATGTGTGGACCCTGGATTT |
| attB1,2-*VvSUC12* | For：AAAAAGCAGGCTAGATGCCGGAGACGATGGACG  Rev：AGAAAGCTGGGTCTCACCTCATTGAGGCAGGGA |
| attB1,2-*VvSUC27* | For：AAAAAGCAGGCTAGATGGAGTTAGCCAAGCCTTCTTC  Rev：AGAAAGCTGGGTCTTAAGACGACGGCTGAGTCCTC |
| attB-adapter | For：GGGGACAAGTTTGTACAAAAAAGCAGGCT  Rev：GGGGACCACTTTGTACAAGAAAGCTGGGT |
| *SlEF-1a*  (qRT-PCR) | For：TACTGGTGGTTTTGAAGCTG  Rev：ACTTCCTTCACGATTTCATCATA |
| *SlGAPDH*  (qRT-PCR) | For：GGTGCCAAGAAGGTTGTGAT  Rev：TTTTCTGGGTGGCAGTCAT |
| *SlActin*  (qRT-PCR) | For：CAGCAGATGTGGATCTCAAA  Rev：CTGTGGACAATGGAAGGAC |

**Supplementary Table 2.** Analysis the data of RNA-seq

| **Sample Name** | **Raw Reads** | **Clean Reads** | **Raw Bases**  **(Gb)** | **Clean Bases**  **(Gb)** | **Effective Rate**  **(%)** | **Uniq Mapped Reads** | **Q30 content**  **(%)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *VvSUC11*-OE1 | 50332156 | 49107902 | 7.55 | 7.37 | 97.57 | 43826309 (89.24%) | 94.67 |
| *VvSUC11*-OE2 | 49991240 | 48787752 | 7.50 | 7.32 | 97.59 | 42159273 (86.41%) | 94.72 |
| *VvSUC11*-OE3 | 50018376 | 48721474 | 7.50 | 7.31 | 97.41 | 40130902 (82.37%) | 94.06 |
| *VvSUC12*-OE1 | 50125142 | 49037136 | 7.52 | 7.36 | 97.83 | 43444013 (88.59%) | 94.44 |
| *VvSUC12*-OE2 | 50157210 | 48883934 | 7.52 | 7.33 | 97.46 | 43075693 (88.12%) | 92.31 |
| *VvSUC12*-OE3 | 50172544 | 48752736 | 7.53 | 7.31 | 97.17 | 42668205 (87.52%) | 92.10 |
| *VvSUC27*-OE1 | 50103050 | 49150896 | 7.52 | 7.37 | 98.10 | 44949656 (91.45%) | 95.17 |
| *VvSUC27*-OE2 | 50206248 | 49100488 | 7.53 | 7.37 | 97.80 | 43006330 (87.59%) | 94.93 |
| *VvSUC27*-OE3 | 49982618 | 49047136 | 7.50 | 7.36 | 98.13 | 44088934 (89.89%) | 94.41 |
| WT-1 | 41148970 | 40276852 | 6.17 | 6.04 | 97.88 | 36369147 (90.30%) | 94.96 |
| WT-2 | 43834364 | 42744448 | 6.58 | 6.41 | 97.51 | 38924813 (91.06%) | 95.30 |
| WT-3 | 50170522 | 49169906 | 7.53 | 7.38 | 98.01 | 44938028 (91.39%) | 95.20 |

**Supplementary Table 3.** FPKM of *VvSUCs* in *VvSUC11*-, *VvSUC12*-, and *VvSUC27*-OE fruits, respectively.

| **Sample Name** | ***VvSUC11*-OE** | ***VvSUC12*-OE** | ***VvSUC27*-OE** |
| --- | --- | --- | --- |
| *VvSUC11*-OE1 | 0.023869 | 0 | 0 |
| *VvSUC11*-OE2 | 0.024779 | 0 | 0 |
| *VvSUC11*-OE3 | 0.024815 | 0 | 0 |
| *VvSUC12*-OE1 | 0 | 0.003554 | 0 |
| *VvSUC12*-OE2 | 0 | 0.002856 | 0 |
| *VvSUC12*-OE3 | 0 | 0.002604 | 0 |
| *VvSUC27*-OE1 | 0 | 0 | 0.032795 |
| *VvSUC27*-OE2 | 0 | 0 | 0.031713 |
| *VvSUC27*-OE3 | 0 | 0 | 0.032021 |
| WT-1 | 0 | 0 | 0 |
| WT-2 | 0 | 0 | 0 |
| WT-3 | 0 | 0 | 0 |

Note: FPKM standardization were conducted by coffnorm.

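Cuffnorm divides the fragments of each gene by its length and by a library factor, which puts the libraries on a common scale. The deposited FPKM of all genes summed to between 948000 and 1030000 per library. Using the FPKM in place of the scaled counts, as log2(FPKM + 0.1) in limma, gave 2680, 1493 and 1942 DEGs in *VvSUC11*-OE, *VvSUC12*-OE and *VvSUC27*-OE fruits against the WT. With log2(FPKM + 1), which draws the changes of genes of low FPKM toward 0, the numbers were 1857, 986 and 1302.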

How the deposited data were processed for this re-analysis (not part of the article)

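RNA was sequenced from whole 5 DPA fruits of WT Micro-Tom tomatoes and of *VvSUC11*-OE, *VvSUC12*-OE and *VvSUC27*-OE plants, 3 libraries per group and 12 in all. The *VvSUC11*-OE and *VvSUC12*-OE fruits came from the T1 and the *VvSUC27*-OE fruits from the T0 generation, each genotype from line 5 alone. Line is therefore confounded with genotype in every comparison, and generation in every comparison of *VvSUC27*-OE fruits, that with the WT included. Harvest times were not analysed here.

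The authors mapped the clean reads to the tomato genome with TopHat2 and deposited a table of 22827 genes, 21674 with identifiers of the reference annotation and 1153 newly assembled by the authors. The FPKM in it were made by the authors with cuffnorm and are deposited for each library. The second set of values per library is called counts in the table, but the authors scaled these counts to a common size and rounded them before they were deposited, so they are a scaled signal and not read numbers. They are whole numbers whose totals differ by 1.06 times at most between libraries, although the uniquely mapped reads given by the paper differ by 1.24 times. The factors used by the authors could not be recovered without ambiguity, and this was not pursued. The deposited FDR and log2 fold changes of the authors' EBSeq comparisons were used only to count how many of the authors' DEGs were called here. Between 4710 and 5154 genes per comparison had no EBSeq value. Tables that repeat parts of the full table with annotations were not used here. Positions in the reference annotation were used only to check that the gene numbers follow the gene order, for 7167 genes matched by their KEGG gene identifier. The reads and the transgenes were not analysed here, and the seed, sugar, hormone and growth data of the paper were not analysed here either.

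Differences between 2 groups were tested with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading. The values were log2(scaled count + 1), and lmFit and eBayes with a mean-variance trend were run on the 6 libraries of each comparison, for genes with at least 10 scaled counts in at least 3 of them. A DEG had a Benjamini-Hochberg FDR under 0.01 and an absolute log2FC above 1. Each line was compared with the WT and with each other line. A model of read counts had been planned, but it cannot be used on scaled and rounded values, and limma took its place. Where all libraries of a group had at most 3 scaled counts, the fold change is given as a bound against 3 counts. KEGG pathways with at least 10 tested genes were tested with a one-sided Fisher's exact test, with the 4590 genes that have a pathway, as far as tested, as the background. Single values were also compared with an exact two-sided permutation test of the FPKM.

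Gene lists were made from the deposited annotation. The carbohydrate list held the COG, KOG or eggNOG class of carbohydrate transport and metabolism, and the auxin and ethylene lists held genes with these words, or with indole-3-acetic acid-amido synthetase, in the NR annotation. Further lists, for processes the paper does not treat, held WRKY factors, calcium sensors, heat shock proteins and factors, circadian clock genes, genes of seed storage and late embryogenesis, cell cycle genes and histones, photosynthesis genes, genes of early seeds and genes of flower parts. Of their genes, 11 of the carbohydrate list, 1 (gene2211) shared by the ethylene and the seed lists, 10 of the photosynthesis list and 1 of the flower list (gene14229) were in another list too, and 0 of the auxin, WRKY, calcium sensor, heat shock, clock, cell cycle and early seed lists. The early seed and flower lists were matched by words in the annotation, which do not limit a gene to these parts. Lists were tested with limma's camera at a preset correlation of 0.01, with camera at the estimated correlation, and with fry. The genes named were every gene the paper names, the 2 DEGs with the largest fitted log2FC in each direction of the carbohydrate, auxin and ethylene lists among those whose libraries did not overlap with the WT, and the 2 with the largest log2FC in each direction among all DEGs with an informative annotation and a mean of at least 50 scaled counts. Groups of 3 against 3 do not overlap by chance in 10% of genes.

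The procedure was tested on simulated data. With camera, 0 of 200 unchanged lists of 100 genes fell under 0.05, which makes the preset correlation a strict choice in data as simple as these, and 1 of 51 simulated pathways was past 0.05 where 1 was changed. Over the changed genes, the median absolute error of the log2FC was 0.0672. Between replicates of the real libraries, the chi-square per degree of freedom was 1.85 to 3.81.

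The samples, comparisons, thresholds, the 3 lists from the paper, the rule for named genes and the alternatives not said below to be added were set before the data were examined. The limma test, its filter and its pseudocount were chosen later, after fits with pseudocounts of 1 and 5 had been seen. Fits without 1 library first needed the minimum in 3 libraries, by which genes detected in WT alone could not pass without a WT library, and the filter was then set to the size of the smaller group. The lists of further processes were chosen after the values of the paper's lists had been seen and before their own, and the early seed and flower lists after the genes detected in WT alone had been seen, which were taken out of them. The limits for genes detected in WT alone, at least 20 scaled counts in each WT library and at most 3 in every other, were chosen after the data had been seen, as was the window of 5 gene numbers for neighbours.

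The alternatives were every library rescaled to the same total, no filter, a mean of at least 50 scaled counts, the replicate number as a block, all 12 libraries in one fit, the table without newly assembled genes, log2(FPKM + 1) and log2(FPKM + 0.1) in limma, the ratio of mean FPKM as the fold change, each library left out in turn, other list definitions, other set tests, another background and downregulated DEGs alone for the pathways. Pseudocounts of 5 and 0.5, rescaling by median ratios and a wider auxin list were added after seeing the data. Counts, permutations and figures were made with Python 3.11, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.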

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

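The tests of the ethylene list between lines without single libraries, of the sequencing depth behind the genes detected in WT alone, of *VvSUC12*-OE fruits against an effect of *VvSUC27* alone and of the spread of seed genes between *VvSUC11*-OE libraries were chosen only after the result was seen, as was the demand that a list pass 0.05 at the preset and at the estimated correlation to be given here, or to speak for a larger share of seed tissue. The list p-values below are from camera at the preset correlation unless said otherwise, and they are not adjusted over the 12 lists and 6 comparisons.

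The ethylene list differed between the lines, which the paper does not test. At the preset correlation it was lower in *VvSUC27*-OE than in *VvSUC11*-OE fruits (p = 0.00232) and than in *VvSUC12*-OE fruits (p = 0.00918), or 0.0209 and 0.0413 adjusted over the paper's 3 lists and 6 comparisons. The tables argue against a single library as the source, since the largest p without any 1 library was 0.0168 in these comparisons. Both differences also held with every library rescaled to the same total. Rescaling shifts all genes of a library alike, and camera compares the list with the other genes, so this is a weak test of the scaling as a source. A broader stress response that was higher in the WT stays open for the decrease against the WT. There, the calcium sensor list was lower (p = 0.0179, but 0.155 at the estimated correlation) and the WRKY list was not past 0.05 (p = 0.0672). Between lines, the WRKY list was lower in *VvSUC27*-OE than in *VvSUC11*-OE fruits (p = 0.023, but 0.132 at the estimated correlation). Against *VvSUC12*-OE fruits it gave 0.0946. The calcium sensor list gave 0.0586 and 0.0689 in these comparisons, with 21 of 29 genes lower in each. A stress response that differed between the lines therefore stays open too. The decrease against the WT is not particular to *VvSUC27*, since the list was also lower in *VvSUC12*-OE fruits (p = 0.00503, or 0.0181 at the estimated correlation). That the decrease went further in *VvSUC27*-OE fruits may belong to the transporter, the line or the T0 generation, of which these were the only fruits, and the biological reading is a hypothesis.

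Heat shock genes, a list the paper does not treat, were higher than in the WT in all 3 lines, at p = 6.19e-09 in *VvSUC11*-OE, 5.71e-16 in *VvSUC12*-OE and 3.01e-05 in *VvSUC27*-OE fruits (preset correlation). The median log2FC was 0.62, 0.97 and 0.50, and 42 of 50, 43 of 50 and 32 of 48 tested genes were higher. DEGs of the list were 21, 24 and 20 up, and 4 were down in *VvSUC27*-OE fruits. The 4 genes, named because they are few and after their values were seen, were gene17715, a heat stress transcription factor A-2-like gene, gene21633 and gene5362, small heat shock proteins, and gene9113, a heat shock protein binding protein. Between the lines, the list was lower in *VvSUC27*-OE than in *VvSUC12*-OE fruits (p = 3.47e-09 at the preset correlation, median log2FC -0.44, 43 of 50 genes lower). At the estimated correlation the p was 0.0108, 0.00135 and 0.0363 against the WT and 0.022 between these lines. The call of *VvSUC27*-OE fruits was lost there with every library at the same total (0.0552), without the 10 most abundant genes (0.0509) and without WT replicate 3 (0.0859), WT replicate 1 (0.0732) or *VvSUC27*-OE replicate 2 (0.0636). That between *VvSUC27*-OE and *VvSUC12*-OE was lost with every library at the same total (0.0523) and without *VvSUC27*-OE replicate 2 (0.0529). Between the other lines the list gave 0.00787 for *VvSUC12*-OE against *VvSUC11*-OE, or 0.123 at the estimated correlation, and 0.0717 for *VvSUC27*-OE against *VvSUC11*-OE. Against a single WT library speaks that without any of them the largest p at the preset correlation was 5.61e-05, and against a few abundant genes that without 10 of them it was 0.0017. Among the abundant genes, gene16555, a class I heat shock protein, had 207, 319 and 189 FPKM in *VvSUC11*-OE, *VvSUC12*-OE and *VvSUC27*-OE fruits against 191 in the WT, and gene20842, a mitochondrial small heat shock protein, had 78.6, 102 and 63.9 against 6.87. These genes are given for their level and were chosen after their values were seen. Warmer conditions of the transgenic plants or fruits, at harvest or before, and an effect of the transgenes may each raise the list in all 3 lines, so these values do not separate them and both stay open.

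Seed genes, mostly of storage and late embryogenesis, differed between *VvSUC27*-OE and *VvSUC11*-OE fruits (p = 1.07e-07 at the preset correlation), with 18 of 18 tested genes lower in *VvSUC27*-OE, 13 of them DEGs. At the preset correlation the list was also higher in *VvSUC11*-OE fruits than in the WT (p = 0.00181), with 12 DEGs up among 19 tested genes. The median log2FC was -2.87 and 2.79, and no different with genes at the limit of detection set to their bounds. Against the WT the list gave p = 0.541 in *VvSUC12*-OE and 0.0187 in *VvSUC27*-OE fruits at the preset correlation, the latter 0.0718 at the estimated one. Between *VvSUC12*-OE and the other lines it gave 0.00216 for *VvSUC11*-OE (estimated 0.148) and 0.000685 for *VvSUC27*-OE (estimated 0.0603). For *VvSUC27*-OE against *VvSUC11*-OE the estimated correlation gave 0.0294, or 0.0636 without *VvSUC11*-OE replicate 2 and 0.0545 without *VvSUC11*-OE replicate 1. For *VvSUC11*-OE against the WT it gave 0.0301, and 0.0512 to 0.0943 without any 1 of the 6 libraries except *VvSUC11*-OE replicate 3. A single library is argued against as the source of the difference between *VvSUC11*-OE and *VvSUC27*-OE, since the largest p at the preset correlation without any 1 library was 6.45e-07. These genes were of low abundance, with gene22939, a vicilin, at 2.52 FPKM in *VvSUC11*-OE fruits and 0.145 in the WT, and counts at this level are sensitive to small amounts of material. The most abundant gene of the list, gene2212, annotated as a late embryogenesis gene, had 315, 368 and 201 FPKM in *VvSUC11*-OE, *VvSUC12*-OE and *VvSUC27*-OE fruits against 339 in the WT, so the fruit expresses some of the list in every group. A share of material from maturing seeds that varied among the *VvSUC11*-OE libraries is a candidate explanation. Of the 12 DEGs, 10 were highest in replicate 3, at a median of 1.84 times the other replicates against 0.85 to 1.17 in random lists of like counts (permutation p = 0.0001, the smallest that 10000 lists can give). A larger share of seed tissue stays open and cannot be told apart from other causes. The early seed list was also lower in *VvSUC27*-OE than in *VvSUC11*-OE fruits (p = 0.0274, or 0.078 at the estimated correlation), but so was the flower list (p = 0.0361, or 0.0842 estimated), which argues for no particular tissue. Neither list is limited to genes of the tissue in its name. Fruits of *VvSUC11*-OE with seeds further in development are the biological hypothesis, which was not tested.

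Cell cycle genes and histones were lower in *VvSUC11*-OE fruits than in the WT (p = 0.00246 at the preset correlation, median log2FC -0.20, 99 of 143 genes lower) and higher in *VvSUC12*-OE fruits (p = 0.000165, median 0.09, 93 of 143 higher), although all 6 of its DEGs in *VvSUC12*-OE fruits were downregulated. The list gave 0.379 in *VvSUC27*-OE fruits. Between lines, *VvSUC12*-OE and *VvSUC27*-OE fruits were higher than *VvSUC11*-OE fruits (p = 2.13e-07 and 8.09e-05 at the preset correlation, median log2FC 0.25 and 0.26, 107 of 141 and 94 of 139 genes), and *VvSUC27*-OE lower than *VvSUC12*-OE fruits (p = 0.00253, median -0.08, 88 of 140). At the estimated correlation the p was 0.0175, 0.0104, 0.0109, 0.0108 and 0.0483 in this order, the first rising to 0.0525 without WT replicate 2. The last rose to between 0.0513 and 0.0873 without any 1 of the 6 libraries except *VvSUC12*-OE replicate 3. No single library was behind the lower values of *VvSUC11*-OE fruits, since the largest p at the preset correlation without any 1 library was 0.00297. A difference in the stage of the fruits may give the same shift, and neither this nor an effect of the transgenes on cell division was tested.

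*SlSUT1* was lower in *VvSUC12*-OE and *VvSUC27*-OE than in *VvSUC11*-OE fruits, by log2FC of -0.99 and -1.18 (limma adjusted p = 8.33e-14 and 1.14e-13), and lower in *VvSUC27*-OE than in *VvSUC12*-OE fruits by -0.19 (adjusted p = 0.000474). *SlSUT2* was lower in *VvSUC12*-OE than in *VvSUC11*-OE fruits (-0.39, limma adjusted p = 2.18e-05) and higher in *VvSUC27*-OE than in *VvSUC12*-OE fruits (0.43, adjusted p = 9.4e-06). These are differences between lines, in which the paper compares each with the WT. The tables argue against a single library, since the log2FC of *SlSUT1* nearest to 0 was -0.96 against *VvSUC11*-OE without any 1 library. For *SlSUT2* the log2FC stayed within -0.44 to -0.34 and 0.38 to 0.48, and for the small difference of *SlSUT1* within -0.22 to -0.18. Reads of the grapevine transgenes counted on the tomato genes could raise these values, and this stays open, since only counts were analysed here.

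In the WT, 85 genes had at least 20 scaled counts in each library and at most 3 in each of the 9 transgenic libraries, where 7 genes were found the other way. Of the 85 genes, 34, or 40%, were newly assembled by the authors, against 5.05% of the whole table, and 0 were in the early seed or flower lists before these were cleared of such genes. The words for these lists were chosen after the 85 genes had been seen, so the 0 does not exclude seed or flower genes. For example, newGene_2541, named after its values were seen, is annotated as like a cotyledon-specific isoform of a lipid-transfer protein. Among those with a number in the gene order, 10 pairs were neighbours within 5 numbers, where random sets of like expression gave 0.478 (permutation p = 0.0001, the smallest that 10000 sets can give). Of these pairs 2 had different annotations (gene21038 with gene21043 and gene21049 with gene21053, all uncharacterized and named because they are few), against 0.467 in random sets, so most were runs of similar genes, between which reads could have been split. The gene numbers stand for positions, as 98.7% of neighbouring numbers with a KEGG gene identifier lay on the same chromosome. The tables argue against deeper sequencing of the WT, since the WT library with the fewest uniquely mapped reads had 36369147, fewer than any transgenic library. Genomic differences between the WT plants and the transformed plants stay open, at a share of 0.0787 of random sets with as many neighbours of different annotation. Flower parts left on WT fruits stay open, though no line had a lower flower list, and *VvSUC11*-OE had the smallest p (0.0436, toward higher values), since the fruit expresses much of this list, such as gene11014, a pollen-specific protein, at 1660 to 1800 FPKM in every group. For seeds at an earlier stage in the WT, the smallest p of the early seed list was 0.106, and its 14 to 15 tested genes of 33 were too few to exclude a small share. Its genes were matched by words in their annotation, which do not limit them to seeds. The most abundant, gene13063, an AGL9 homolog, had 337 to 426 FPKM in every group, and gene8858, an AGL8 homolog, had 160 to 313. The early seed list therefore cannot decide on the stage of the seeds. None of these open sources can be told apart from an effect shared by the 3 transgenes, since no value here separates them.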

How the results depend on the processing

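Pseudocounts of 5 and 0.5, rescaling by median ratios and the wider auxin list were chosen only after the result was seen. The results compared were the numbers of DEGs, the paper's lists, the pathways and the genes named by the rule. A number of genes or pathways was taken as kept within 1.5 times its main value, and any other result with the same direction and side of the threshold. By this rule, results were kept with every library at the same total (126 of 126), with a pseudocount of 0.5 (127 of 127) and with median-ratio rescaling (126 of 126). With the eggNOG class alone for the carbohydrate list, 12 of 12 were kept. Numbers still moved within this limit. With every library at the same total, 690 up and 1312 down in *VvSUC27*-OE against *VvSUC11*-OE became 605 and 1469. DESeq2 with its own size factors was planned and not run, since it needs unscaled counts. The ratio of mean FPKM gave no value for 4 single genes at 0 FPKM in a group.

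With the replicate block, 127 of 127 results were kept by the same rule. There were, for example, 2789, 1619 and 2084 DEGs of *VvSUC11*-OE, *VvSUC12*-OE and *VvSUC27*-OE against the WT and 863 shared. The replicate numbers do not pair the libraries, since after removing group means, libraries with the same number correlated at -0.035 to 0.055 and those with different numbers at -0.046 to 0.066.

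With a mean of at least 50 scaled counts, fewer genes were tested (16600 for *VvSUC11*-OE against the WT) and counts fell with them. DEGs against the WT were 1819 (917 up, 902 down) in *VvSUC11*-OE, 897 (354, 543) in *VvSUC12*-OE and 1221 (422, 799) in *VvSUC27*-OE fruits, and 444 were shared (134, 292). Between lines they were 1233 in *VvSUC12*-OE against *VvSUC11*-OE (597 down), 1302 in *VvSUC27*-OE against *VvSUC11*-OE (823 down) and 806 in *VvSUC27*-OE against *VvSUC12*-OE (307, 499). In lists, carbohydrate DEGs were 23 up and 53 down in *VvSUC12*-OE and 62 down in *VvSUC27*-OE, auxin DEGs 9, 7 and 10 down in the 3 lines, and ethylene DEGs 12 down in *VvSUC11*-OE, 3 up and 12 down in *VvSUC12*-OE and 1 up and 17 down in *VvSUC27*-OE. In *VvSUC12*-OE fruits, camera gave 0.0441 for the carbohydrate list, now past 0.05, and 0.0521 for the auxin list, no longer past it, the hormone pathway had an odds ratio of 2.08 (adjusted p = 0.121, over the alternatives 0.000206 to 0.153), and 5 pathways were enriched.

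With log2(FPKM + 1), changes at low FPKM shrink by construction. DEGs were 1857 (875 down) in *VvSUC11*-OE, 986 (391, 595) in *VvSUC12*-OE and 1302 (414, 888) in *VvSUC27*-OE, with 512 shared (123, 368). Between lines they were 1154 (575, 579) for *VvSUC12*-OE against *VvSUC11*-OE, 1295 (420 up) for *VvSUC27*-OE against *VvSUC11*-OE and 760 (269, 491) for *VvSUC27*-OE against *VvSUC12*-OE. Carbohydrate DEGs were 71 up in *VvSUC11*-OE, 23 and 53 in *VvSUC12*-OE and 65 down in *VvSUC27*-OE, auxin DEGs 0 up and 8 down in *VvSUC12*-OE and 2 up in *VvSUC27*-OE, and ethylene DEGs 4 up in *VvSUC12*-OE. Enriched pathways were 8 in *VvSUC11*-OE and 5 in *VvSUC12*-OE, where the hormone pathway had an odds ratio of 1.99 (adjusted p = 0.153) and the carbohydrate list gave 0.0269.

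For the other settings the cause was not tested. With log2(FPKM + 0.1), the carbohydrate list in *VvSUC12*-OE gave 0.0268 and the hormone pathway in *VvSUC27*-OE 1.83 (adjusted p = 0.0461). Upregulated auxin DEGs in *VvSUC27*-OE were 2 here, without a filter, with all 12 libraries in one fit and with the ratio of mean FPKM, and 1 (*SlPIN6*) in *VvSUC12*-OE with a pseudocount of 5. Without a filter 6 pathways were enriched in *VvSUC12*-OE. Without newly assembled genes 1 ethylene gene (*ER24*) was up in *VvSUC27*-OE. With the wider auxin list, 12, 6 and 3 genes were up, and with ACC synthase and ACC oxidase 16, 13 and 9 ethylene genes. Against all genes with a KEGG pathway, 8 pathways in *VvSUC11*-OE and 4 in *VvSUC12*-OE were enriched, and the hormone pathway in *VvSUC12*-OE had 1.93 (adjusted p = 0.054). With downregulated DEGs alone it had 2.19 (adjusted p = 0.0536) in *VvSUC12*-OE and 2.2 (adjusted p = 0.0167) in *VvSUC27*-OE.

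The auxin list in *VvSUC12*-OE against *VvSUC11*-OE changed its direction, never past 0.05, without newly assembled genes (0.917), with log2(FPKM + 1) (0.681), log2(FPKM + 0.1) (0.718), the families of Fig. 7 (0.341) and the wider list (0.322). With the families of Fig. 7 it was lower in *VvSUC27*-OE than in both other lines (0.0357 and 0.0485). At the estimated correlation the auxin list in *VvSUC12*-OE gave 0.0996. With fry, which tests a list for a change in one direction without comparing it with other genes, the carbohydrate list gave 2.85e-05, 2.57e-05 and 3.35e-05 in the 3 lines, 0.00101 in *VvSUC27*-OE against *VvSUC12*-OE and, in the other direction, 0.0643 in *VvSUC12*-OE against *VvSUC11*-OE. The auxin list gave 4.66e-05 in *VvSUC11*-OE, and 0.000612 and 0.00281 in *VvSUC27*-OE against *VvSUC11*-OE and *VvSUC12*-OE, and the ethylene list 1.67e-05 in *VvSUC11*-OE and 2.89e-06 in *VvSUC12*-OE against *VvSUC11*-OE.

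Across the fits that each left out 1 library, upregulated auxin DEGs were 1 to 3 in *VvSUC12*-OE (1 without *VvSUC12*-OE replicate 3) and 0 to 2 in *VvSUC27*-OE (0 without its replicate 3), the hormone pathway in *VvSUC27*-OE had 1.75 to 2.17, and the auxin list in *VvSUC12*-OE against *VvSUC11*-OE gave 0.806 to 0.979, reversed without *VvSUC12*-OE replicate 2 (0.918). *SlSUT4* in *VvSUC27*-OE ranged from -0.05 to 0.02, reversed without *VvSUC27*-OE replicate 1. *ABP19a-2* in *VvSUC11*-OE ranged from -0.02, reversed without *VvSUC11*-OE replicate 2, to 0.30. Of the other results for single genes, 11 were weaker and 623 as before under the other alternatives, and 9 weaker and 320 as before in these fits. In all, 839 results of comparisons were as before by the rule given above, 75 moved, 16 were stronger, 6 weaker and 6 reversed under the other alternatives. The depth limits genes under 10 scaled counts, which were not tested.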

Differences from the paper's values

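The alternatives with a wider auxin list were chosen only after the result was seen, and the others were set before the data were examined.

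The paper counts 13 upregulated auxin genes in *VvSUC11*-OE fruits, against 5 here. None of the alternatives set before the data were examined closed the gap, and they gave 4 to 7. A list with auxin terms in any annotation, chosen after seeing the values, gave 12. For *VvSUC12*-OE fruits the paper counts 5, against 2 here, and none of the alternatives set before the data were examined closed the gap, with 0 to 3. The wider list, also chosen after seeing the values, gave 6.

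For *VvSUC27*-OE fruits the paper counts 3 upregulated auxin genes, against 1 here. The gap narrowed to within 1.5 times, with 2 (gene17804 with gene27379, gene7910 or newGene_1810, named because they are few), when no filter was used, with all 12 libraries in one fit, with log2(FPKM + 1), with log2(FPKM + 0.1), with the ratio of mean FPKM, and without any 1 library of the comparison except *VvSUC27*-OE replicate 3, which gave 0. It stayed as it was, with 1, when every library was rescaled to the same total, with a mean of at least 50 scaled counts, with the replicate block, without newly assembled genes, or with the families in the legend of Fig. 7. The wider list, chosen after seeing the values, gave 3, namely gene17804, gene19336 and gene20203, which are the genes taken here as the paper's *ABP19a-2*, *SAUR36-1* and *VAB*.

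The paper counts 1 upregulated ethylene gene in *VvSUC27*-OE fruits, against 2 here, *ER24* and newGene_2966. The gap closed, with 1, for a mean of at least 50 scaled counts and without newly assembled genes. The other alternatives set before the data were examined left it open, with 2 to 3, or 9 with ACC synthase and ACC oxidase added.

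The bars of *SlSUT1*, *SlSUT2* and *SlSUT4* expression in the paper's figure are on another scale than the deposited FPKM, which were a median of 1340 times as large over the 12 bars (1090 to 1410). For example, *SlSUT1* in the WT is at about 0.029 in Fig. 7A, read by eye, against 38.8 FPKM, and divided by this factor every value lay within 1.5 times the figure's.

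In the paper's Fig. 6D, hormone signal transduction is marked as enriched in *VvSUC11*-OE alone, while here it was past 0.05 in *VvSUC12*-OE fruits as well (Fisher's exact test, adjusted p = 0.00705). The paper names *VAB* among the auxin genes raised in *VvSUC27*-OE fruits, and here it rose in *VvSUC11*-OE fruits too (log2FC 1.15). The paper describes the carbohydrate genes as mostly lower, most of all in *VvSUC27*-OE. Here 54.5% of the tested genes of the list were lower in these fruits, the smallest share of the 3 lines, and the list was not past 0.05 (camera p = 0.256 at the preset correlation), although it had the largest ratio of down to up among its DEGs, 2.52.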

Other observations

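Among the tests below, that of the scaling behind the variance between replicates was chosen only after the result was seen.

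The DEGs shared by the 3 lines were weighed against 5 technical sources. The lower depth of WT replicates 1 and 2 is argued against for genes with at least 200 scaled counts in a pair. WT replicate 3 was the only WT library as deep as the lines, with 44938028 uniquely mapped reads. Its median squared difference from WT replicates 1 and 2 was 1.99 and 1.98 times counting error, against 10.8 to 23.6 between WT and transgenic libraries. For genes with fewer counts the depth stays open, since the fits without WT replicate 1 or 2, with at least 836 shared DEGs, still held the other. That the comparisons share the WT libraries stays open. In simulated sets of unchanged groups 0 DEGs were shared, but 0 was also the largest number of DEGs in any simulated comparison, so that these cannot show what a WT group unlike other WT fruits would give. A harvest at another time of day stays open too. Of the circadian clock list, 25% had an absolute log2FC above 1 in *VvSUC11*-OE, 5% in *VvSUC12*-OE and 15.8% in *VvSUC27*-OE fruits, against 15.5%, 9.35% and 11.7% of all tested genes, which is neither the 50% set for such a harvest nor the share of all genes in each line. The clock list gave p = 0.606, 0.0155 and 0.196 at the preset correlation in *VvSUC11*-OE, *VvSUC12*-OE and *VvSUC27*-OE fruits, the second 0.0576 at the estimated correlation, and 0 of its genes were among the shared DEGs. Also open are genomic differences between the plants. Neighbours in the gene order were tested only among the 85 genes detected in WT alone (0.0787 of random sets), not among the shared DEGs. A heat response between harvests is open too, since the heat shock list was higher in every line (largest p 3.01e-05), as a transgene effect would have it too. Of the 869 shared DEGs, 15 were of this list. Any common effect of transformation and of expressing a sucrose transporter stays a hypothesis beside these, as no line without a transporter was analysed here.

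Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many DEGs in the comparison of *VvSUC11*-OE with WT fruits. The same count, 1 of 10, was found for *VvSUC12*-OE against WT, for *VvSUC27*-OE against WT, and for each of the 3 comparisons between lines. The next largest number of DEGs in any other split was 0. A share under 0.1 cannot be reached with 3 libraries per group.

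Between lines, 1930 of 18837 genes were DEGs in *VvSUC12*-OE against *VvSUC11*-OE (893 up, 1037 down), 2002 of 18777 in *VvSUC27*-OE against *VvSUC11*-OE (690 up, 1312 down) and 1265 of 18604 in *VvSUC27*-OE against *VvSUC12*-OE (492 up, 773 down), by limma with Benjamini-Hochberg adjustment. With every library rescaled to the same total, the downregulated share was 70.8% in the second and 67.5% in the third comparison, against 65.5% and 61.1%.

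The variance between replicate libraries was above counting noise in every pair, with a median ratio to it of 1.99 over the pairs. The authors' scaling is an unlikely source of a lowered ratio, since with the counts put back to the numbers of uniquely mapped reads the ratio was 1.94, or 0.975 times as large. Whether replicates were separate plants or parts of 1 pool of fruits was not tested, and no biological explanation was tested.

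The auxin list was lower in *VvSUC27*-OE fruits than in the WT, and an effect particular to *VvSUC27* would also set it apart from the other lines. With camera at the preset correlation it was not past 0.05 against either line, with 0.459 as the larger p, and against *VvSUC12*-OE 36 genes were lower and 39 higher. With fry both differences were past 0.05, so that such an effect cannot be told apart from one common to the lines, and this stays open.

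For the ethylene list, a broader stress response higher in the WT predicts lower WRKY and calcium sensor lists, and the larger p of the 2 in *VvSUC27*-OE fruits was 0.0672, which leaves it open. At the preset correlation the WRKY list gave 0.903 and 0.173 in *VvSUC11*-OE and *VvSUC12*-OE fruits and the calcium sensor list 0.269 and 0.208. Of 42 WRKY genes 25 and of 30 calcium sensors 20 were lower in *VvSUC27*-OE fruits.

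The photosynthesis list was lower in *VvSUC12*-OE than in WT fruits in 49 of 52 genes, with a median log2FC of -0.53 (camera p = 1.55e-23 at the preset correlation, but 0.0723 at the estimated one). It gave 0.00147 in *VvSUC11*-OE and 0.00215 in *VvSUC27*-OE fruits, or 0.514 and 0.482 at the estimated correlation. The genes of this list move together between libraries, which the preset correlation does not allow for. The early seed list gave 0.148, 0.741 and 0.106 in the 3 lines and the flower list 0.0436, 0.145 and 0.804, the first of these 0.0916 at the estimated correlation. *VvSUC27*-OE fruits were lower than *VvSUC12*-OE fruits in the early seed list (0.0341, or 0.129 estimated).

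Among the 869 shared DEGs were 68 carbohydrate, 8 auxin, 17 ethylene, 6 WRKY, 2 calcium sensor, 3 cell cycle, 2 early seed and 1 flower gene, and 0 of the seed or photosynthesis lists. The smallest of these groups are named because they are few, after their values were seen. The calcium sensors were gene16294 (CML19) and gene6385 (CML24). The cell cycle genes were gene1707 (histone H3), gene23173 (a histone-lysine N-methyltransferase) and gene29278 (cyclin-D2-2-like). Of the early seed list they were gene15601 (AGL11) and gene26722 (AGL12-like), and of the flower list gene3437 (a pollen-specific extensin-like protein). The last 2 lists were matched by words in the annotation, which do not limit a gene to seeds or flowers.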
